# MTG8 interacts with LHX6 to specify cortical interneuron subtype identity

**DOI:** 10.1038/s41467-022-32898-6

**Published:** 2022-09-05

**Authors:** Zeinab Asgarian, Marcio Guiomar Oliveira, Agata Stryjewska, Ioannis Maragkos, Anna Noren Rubin, Lorenza Magno, Vassilis Pachnis, Mohammadmersad Ghorbani, Scott Wayne Hiebert, Myrto Denaxa, Nicoletta Kessaris

**Keywords:** Cell fate and cell lineage, Developmental neurogenesis, Transcription

## Abstract

Cortical interneurons originating in the embryonic medial ganglionic eminence (MGE) diverge into a range of different subtypes found in the adult mouse cerebral cortex. The mechanisms underlying this divergence and the timing when subtype identity is set up remain unclear. We identify the highly conserved transcriptional co-factor MTG8 as being pivotal in the development of a large subset of MGE cortical interneurons that co-expresses Somatostatin (SST) and Neuropeptide Y (NPY). MTG8 interacts with the pan-MGE transcription factor LHX6 and together the two factors are sufficient to promote expression of critical cortical interneuron subtype identity genes. The SST-NPY cortical interneuron fate is initiated early, well before interneurons migrate into the cortex, demonstrating an early onset specification program. Our findings suggest that transcriptional co-factors and modifiers of generic lineage specification programs may hold the key to the emergence of cortical interneuron heterogeneity from the embryonic telencephalic germinal zones.

## Abstract (web summary)

There is a large diversity of inhibitory interneurons in the mammalian cerebral cortex. How this emerges during embryogenesis remains unclear. Here, the authors identify MTG8 as a co-factor of LHX6 and a new regulator of cortical interneuron development.

## Introduction

A large diversity of cortical GABAergic interneurons has been identified in the mammalian cerebral cortex on the basis of molecular, electrophysiological, morphological and connectivity signatures^1–5^. The development of this diversity begins early during embryogenesis when cortical interneurons are specified from subcortical precursors^6,7^. Although mature gene networks and epigenetic signatures become evident only when interneurons settle in the cortex^8^, specification starts early, and embryonic gene expression in newly differentiated neurons reflects cortical interneuron mature identities^9^. Hence, genetic programs that instruct interneuron fates initiate early but unfold gradually subject to intrinsic and extrinsic influences^10,11^.

SST- and Parvalbumin (PV)-expressing cortical interneurons are the two major classes of interneurons that are generated from the MGE^12^. More than 15 different SST and PV interneuron subtypes have been identified to date and yet we lack all knowledge as to how this fine diversity is generated^4,13^. NKX2-1 and its downstream target, LHX6, constitute the core molecular cascade governing the onset of MGE-interneuron development^14,15^. LHX6 is expressed in the entire MGE cortical interneuron lineage at all prenatal and postnatal stages and is required for specification, migration, laminar distribution and differentiation of MGE interneurons^16–18^. How LHX6 performs these diverse functions remains unknown.

*Myeloid translocation genes* (*Mtg*) encode non-DNA binding transcriptional regulators that associate with DNA-binding factors to recruit regulatory protein complexes to target loci^19,20^. They are so named because they are frequent targets of translocation in acute myeloid leukaemia^20^. MTG proteins are best known as transcriptional co-repressors with high networking capacity that regulate cell fate decisions and differentiation in different systems^21–23^. Three family members have been identified to date: *Mtg8* (*Runx1t1*), *Mtg16* (*Cbfa2t3*) and *Mtgr1* (*Cbfa2t2*)^19,20^. Expression of all three genes has been detected in the central nervous system, but their function remains unknown^24^.

We identified *Mtg8* and *Mtg16* as being enriched in MGE-derived cortical interneurons and we explored their function during development. Loss of *Mtg16* was dispensable with regards to specification of MGE interneurons. However, loss of *Mtg8* resulted in autonomous reduction in the number of migrating *Sst* cortical interneurons, a phenotype that resembled *Lhx6* hypomorphic mice. We find that LHX6 and MTG8 proteins interact, and together the two factors are sufficient to promote expression of critical MGE-derived interneuron traits and SST/NPY subtype identity.

## Results

### MTG8 is required for specification of SST interneuron subsets

We detected enriched expression of *Mtg8* (*Runx1t1*) and *Mtg16* (*Cbfa2t3*) in MGE-derived cortical interneurons in a comparative transcriptomic study aimed at identifying MGE and caudal ganglionic eminence (CGE)-derived cortical interneuron gene expression signatures (Supplementary Fig. 1 and Supplementary Data 1). Given the significance of *Mtg* family members in different systems during embryogenesis^21–23^ and their detection in different transcriptomic studies^7,25,26^, we sought to explore their expression and function in the telencephalon with respect to cortical interneuron development. At E11.5, *Mtg8* transcripts are widely distributed in the subcortical telencephalic mantle whereas *Mtg16* can be detected predominantly in the MGE in a pattern comparable to that of *Lhx6* (Fig. 1a). By E16.5, *Mtg8* is widespread in subpallial and pallial regions, including the cortical plate (CP) and the cortical subventricular and intermediate zones (SVZ/IZ) (Fig. 1b). At this stage, *Mtg16* is present in scattered cells within the developing cortex, in a pattern reminiscent of *Lhx6* (Fig. 1b).

**Fig. 1:**
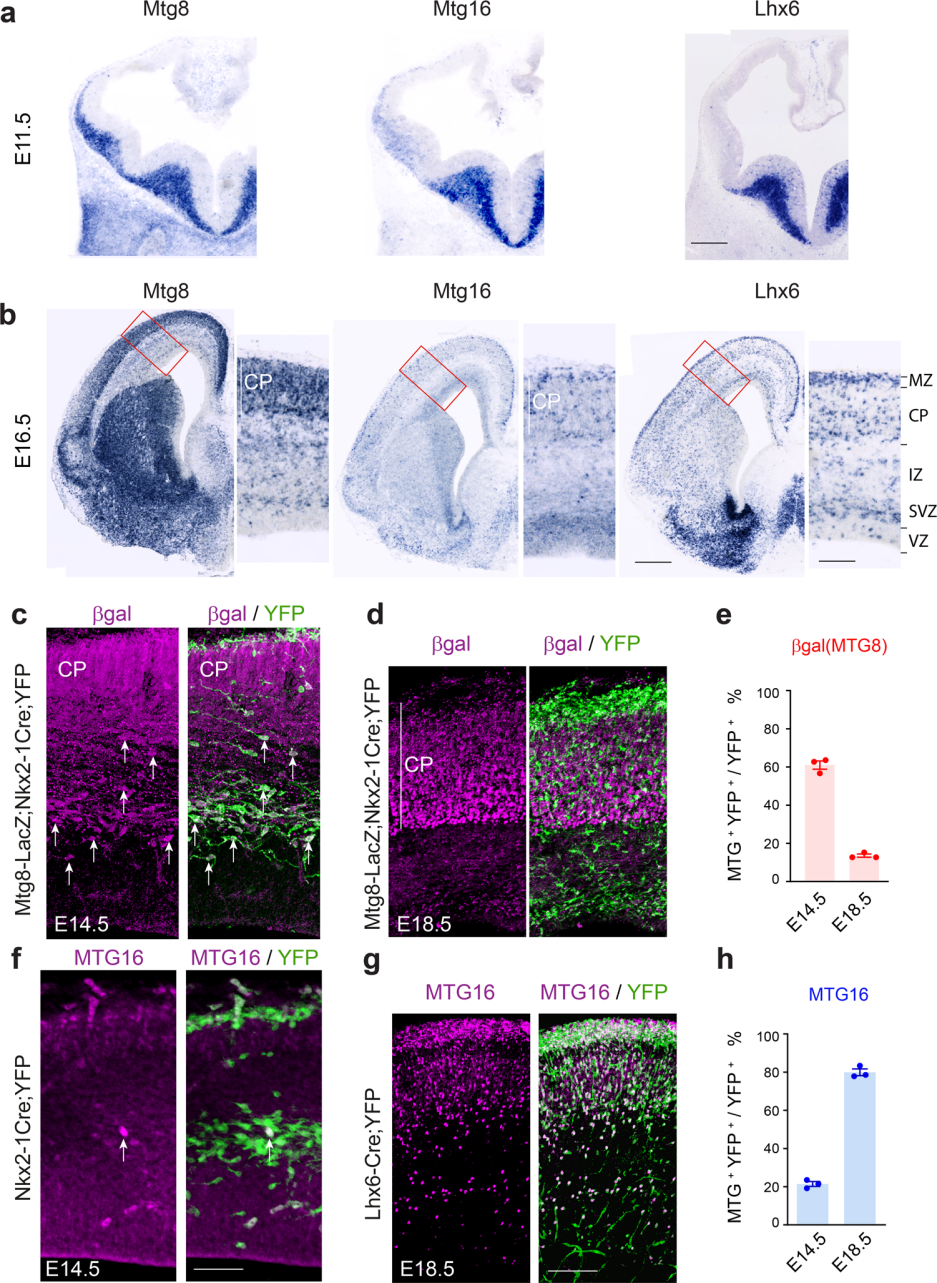
Dynamic expression of *Mtg* genes in the telencephalon. **a**, **b** Representative coronal sections through the embryonic telencephalon at E11.5 (**a**) and E16.5 (**b**) showing expression of *Mtg8*, *Mtg16* and *Lhx6*. Expression of *Mtg16* resembles that of *Lhx6*, whereas *Mtg8* is expressed more widely. MZ, marginal zone; CP, cortical plate; IZ, intermediate zone; SVZ, subventricular zone; VZ, ventricular zone. **c–e** Expression of *Mtg8* (β-gal) at E14.5 (**c**) and E18.5 (**d**) in the MGE-derived cortical interneuron lineage (Nkx2-1-Cre;YFP) and quantification (**e**). Arrows point to Mtg-expressing cells double labelled for YFP. *n* = 3 embryonic brains at each time-point. **f–h** Expression of MTG16 at E14.5 (**f**) and E18.5 (**g**) in the MGE-derived cortical interneuron lineage (Nkx2-1-Cre;YFP) and quantification (**h**). Arrow point to Mtg-expressing cell double labelled for YFP. n = 3 embryonic brains at each time-point. All graphs show mean ± SEM. Source data are provided as a Source Data file. Scale bars: (**a**) 200 μm; (**b**) 400 μm and higher magnification 100 μm; (**c**, **f**) 65 μm; (**d**, **g**) 120 μm.

We quantified expression of the two *Mtg* genes in the MGE lineage, using lineage tracing mice^27,28^ (Nkx2-1-Cre;R26R-YFP, abbreviated as Nkx2-1Cre;YFP and Lhx6-Cre;R26R-YFP, abbreviated as Lhx6-Cre;YFP) as well as a mouse expressing *β-*galactosidase (*β*gal) under control of *Mtg8* (Supplementary Fig. 2a, b)^29^. A large number of migrating MGE-derived YFP^+ve^ cells expressing *Mtg8/βgal/*MTG8 was detected in the developing cortex at E14.5 (Fig. 1c, e and Supplementary Fig. 2e, f). In contrast, only small numbers of MTG16 cells are present in the prospective cortex at this stage (Fig. 1f, h). By E18.5, the relative abundance of *Mtg8*/MTG8 and MTG16 within the cortical MGE lineage was reversed: scarce expression of *Mtg8*/MTG8 was present in MGE interneurons at this stage, whereas MTG16 labelled nearly all MGE-derived cells (Fig. 1d, e, g, h and Supplementary Fig. 2g, h). In addition to interneurons, *Mtg8* was also expressed in pyramidal neurons in the developing CP (Fig. 1b, c, d and Supplementary Fig. 2e, f). MTG16 was restricted to MGE cortical interneurons (Fig. 1g). The dynamic expression of the two *Mtg* genes within the MGE lineage during embryogenesis suggests temporally segregated roles for these two transcriptional regulators in the development of these cells.

In order to assess the requirement for *Mtg8* and *Mtg16* in the development of MGE-derived cortical interneurons, we used mice carrying loss-of-function (LOF) mutations (*Mtg8*^−/−^ and *Mtg16*^−/−^) (Supplementary Fig. 2a–d)^29,30^. At E13.5 *Lhx6*-expressing cortical interneurons migrated normally within the developing cortex in *Mtg8*^*−/−*^ and *Mtg16*^*−/−*^ mutant embryos (Fig. 2a, c, d and Supplementary Fig. 3a). In contrast, a clear reduction of *Sst* expression was detected in pallial and subpallial regions in *Mtg8*^*−/−*^ but not *Mtg16*^*−/−*^ embryos (Fig. 2b, c, e and Supplementary Fig. 3b). Within the developing cortex, *Sst* reduction was observed in both the marginal zone (MZ) and the SVZ streams in *Mtg8* mutants (Fig. 2b, c, e). Reduction of *Sst* expression, but not *Lhx6*, was also detected at E18.5 in *Mtg8*^*−/−*^ embryos, indicating persistence of the phenotype in late embryogenesis (Fig. 3f, g). The MGE and the developing globus pallidus appeared normal in size in both *Mtg* mutants (Supplementary Fig. 3, Supplementary Fig. 4).

**Fig. 2:**
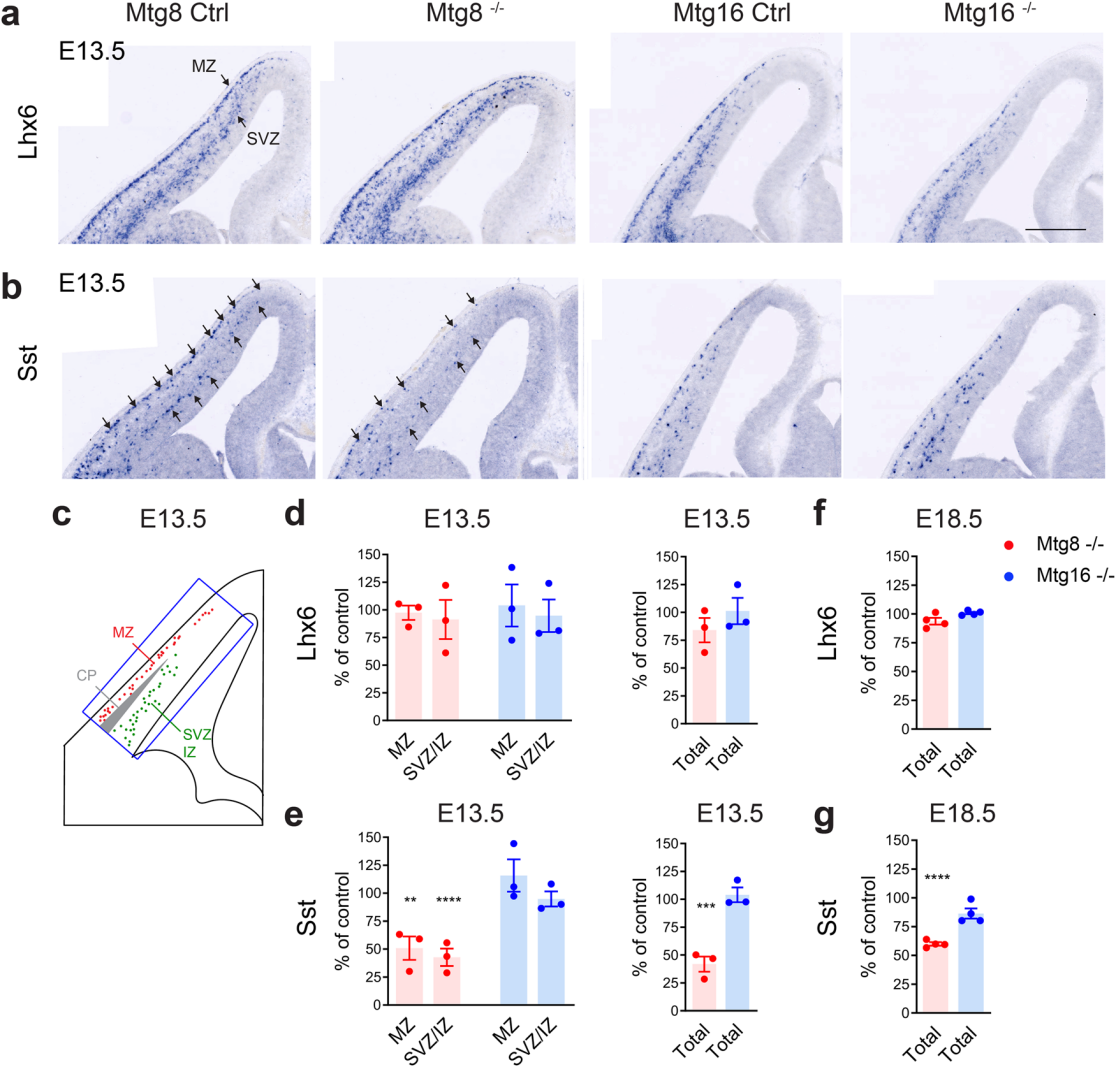
MTG8 is required for embryonic specification of SST interneuron subsets. **a**, **b** *Lhx6-* (**a**) and *Sst-*expressing (**b**) MGE-derived cortical interneurons migrating into the developing neocortex at E13.5 in control (Ctrl), *Mtg8*^−/−^ and *Mtg16*^−/−^ embryos. **c** Scheme showing how *Lhx6* and *Sst* quantification was performed for the data shown in Fig. 2d, e. A rectangle stretching from the cortico-striatal boundary to the tip of the developing neocortex was used to define the area of counting. Migrating interneurons in the MZ and SVZ/IZ as well as total numbers were quantified. The same rectangle was used for all embryos examined in order to allow comparison between control and mutants. **d–g** Quantification of cells in the neocortical MZ and the SVZ/VZ, as well as total cell numbers at E13.5 (**d**, **e**) and E18.5 (**f**, **g**). Reduced numbers of migrating *Sst*-expressing cells in *Mtg8* mutant embryos. E13.5: *n* = 6 Ctrl, *n* = 3 mutant embryos. E18.5: *n* = 4 embryos for each genotype. One-way analysis of variance (ANOVA) followed by Uncorrected Fisher’s LSD tests. E13.5 *Sst* Mtg8^−/−^: MZ *P *= 0.0083, SVZ/IZ *P *< 0.0001, Total *P *= 0.0002. E18.5 *Sst* Mtg8^−/−^: Total *P *< 0.0001. **P < 0.01, ***P < 0.001, ****P < 0.0001. All graphs show mean ± SEM. Source data are provided as a Source Data file. Scale bar: 400 μm.

**Fig. 3:**
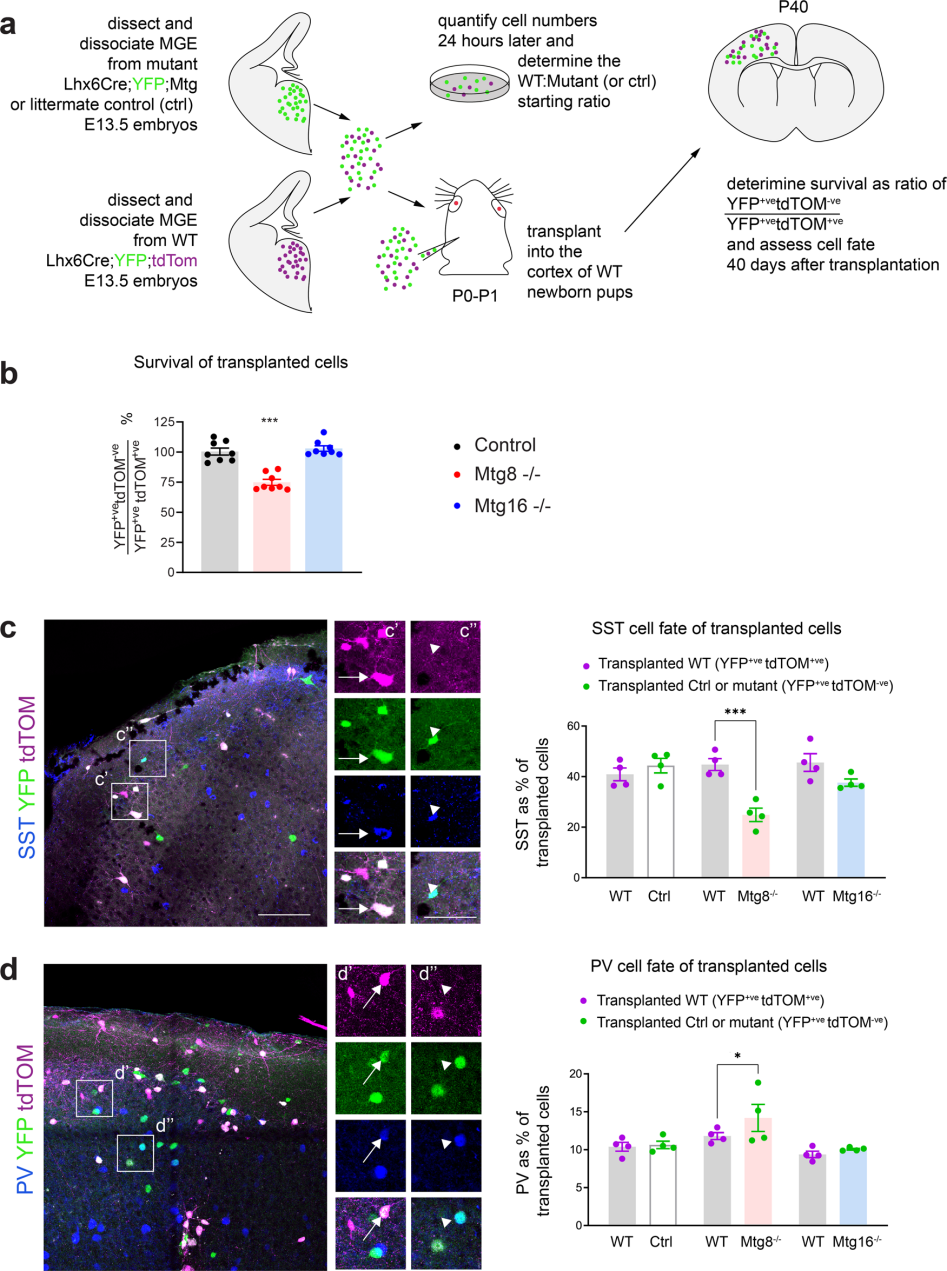
An autonomous requirement for MTG8 for embryonic specification of SST interneuron subsets. **a** Experimental design for in vivo transplantation of MGE precursors from control and mutant embryos at E13.5 into the cortex of newborn pups. **b** Quantification of surviving transplanted cells within the somatosensory cortex 40 days post transplantation. *n* = 8 brains for each genotype. Two-tailed Mann–Whitney *U* test. ***P < 0.001. **c**, **d** Immunohistochemistry for SST (**c**) or PV (**d**) and tdTOM/YFP to detect transplanted control and mutant MGE precursors differentiating into SST or PV interneurons and quantification. *n* = 4 brains per genotype. Two-way ANOVA followed by Uncorrected Fisher’s LSD tests. *P = 0.0307, ***P < 0.001. All graphs show mean ± SEM. Source data are provided as a Source Data file. Scale bars: (**c**, **d**) 100 μm and higher magnification 50 μm.

Altogether our data indicate that in the absence of *Mtg8, Lhx6-*expressing cortical interneurons migrate into the developing cortex in normal numbers but a significant proportion fails to express *Sst*. The early onset of the phenotype suggests that *Mtg8* is required for *Sst* cell specification early on during development, at the time when these cells emerge from the ganglionic eminence. *Mtg16* is expressed later and is dispensable for *Sst* interneuron generation.

### Autonomous requirement for Mtg8 in interneuron specification

We assessed a range of marker genes expressed in the telencephalon in order to determine whether the loss of *Mtg8* impacted other aspects of the developing telencephalon that may indirectly affect *Sst* specification. At E13.5 we found no change in the expression of neural patterning genes or other key factors expressed in the telencephalon (Supplementary Fig. 4a–o). Notch pathway gene expression was also unaffected in the mutants (Supplementary Fig. 4p–x). Layering of cortical pyramidal neurons was unaltered, although the cortex appeared thinner than that of littermate controls (Supplementary Fig. 4y). In the basal ganglia, there was normal gene expression (Supplementary Fig. 4z). *Mtg8*^*−/−*^ embryos lacked a visible anterior commissure (Supplementary Fig. 4z, anterior commissure indicated by an asterisk in control embryos) but showed normal formation of the hippocampal commissure and corpus callosum.

In order to directly determine whether the loss of *Sst* is caused by autonomous defects, we dissociated E13.5 MGE cells from *Mtg8*^*−/−*^ or *Mtg16*^*−/−*^ embryos and their littermate controls (all labelled with YFP), mixed them together with dissociated WT control MGE cells (labelled by expression of both tdTom and YFP) at defined starting ratios, and transplanted them into host cortices (Fig. 3a). We assessed survival of transplanted cells and expression of SST and PV. *Mtg8* mutant cells showed a ~25% reduction in survival in host cortices 40 days after transplantation (Fig. 3b). A clear decrease in SST cell numbers was observed among transplanted cells from *Mtg8*^*−/−*^ embryos (Fig. 3c). This was associated with a small but significant increase in PV cells (Fig. 3d). However, this increase was lost when taking into account the 25% cell death among transplanted cells (see Fig. 3b), indicating that increased abundance of PV was likely due to a smaller surviving transplanted YFP population, presumably caused by cell death of mis-specified SST interneurons. These findings confirm that the phenotype observed in germline *Mtg8* mutants is autonomous to the MGE and point to a requirement for MTG8 specifically in SST interneuron development.

### Common putative downstream targets of MTG8 and LHX6

The phenotype observed in *Mtg8* deficient mice, namely, the reduced number of *Sst-*expressing cells but normal number of *Lhx6-*expressing immature neurons migrating into the embryonic cortex, very much resembles the phenotype observed in *Lhx6* hypomorphic mice. In the latter, reduction of LHX6 activity to around 40% caused partial reduction of *Sst* but not PV interneuron numbers in the cortex^31^. The phenotypic similarity between the two mutants prompted us to look for common putative targets that may be regulated by the two factors. 

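Nkx2-1-Cre switches on YFP in cells derived from the MGE, and YFP-positive cells were sorted from the cortex of single E14.5 mouse embryos, so each library came from 1 embryo. The *Lhx6* comparison had 4 control and 5 mutant libraries, and the *Mtg8* comparison had 3 control and 3 mutant libraries. cDNA was made with a kit for low amounts of RNA and sequenced as single reads of 75 bases. The authors trimmed the reads, aligned them with STAR, counted the reads on each gene with FeatureCounts and filtered out sex-linked genes. They divided each gene's count by a size factor for its library and deposited these normalized counts in a separate table for each comparison. Each library's values were whole multiples of what 1 read was worth, which gave back the number of reads on each gene, with 100% of the values coming out whole. The reads counted per library ranged from 15725405 to 18110287 (median 16643582) in *Lhx6* controls and from 12218422 to 17452110 (median 16106500) in *Lhx6* mutants. They ranged from 16139978 to 19671917 (median 17587732) in *Mtg8* controls and from 16326656 to 22053032 (median 19576380) in the libraries labelled *Mtg8* mutant. Differences were tested within each table with limma, which fits a linear model to each gene and shares information on the spread between genes. The test used log2(normalized count + 1), genes with a mean normalized count of at least 10, a two-sided test and a Benjamini-Hochberg adjusted p under 0.05. Fold changes are differences of group means on this scale. For genes with few reads they can be smaller or larger than those of DESeq2, which the paper's methods name. On the recovered reads DESeq2 gave 7.55 for *Dkk2*, against 6.78 here, and -5.57 for *Mkx*, against -6.03 here.

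The names of the libraries come in 2 styles, with and without a leading date, and the paper's text does not say what the names stand for. All 4 *Lhx6* controls and *Lhx6* mutant 6 have undated names, and *Lhx6* mutants 1, 2, 3 and 5 have dated names. Name style and genotype can therefore be told apart in that comparison only through mutant 6. *Mtg8* controls 1 and 2 and *Mtg8* mutant 2 have dated names, and *Mtg8* control 4 and *Mtg8* mutants 3 and 4 have undated names.

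*Lhx6* (ENSMUSG00000026890.19, chromosome 2 from 36081953 to 36105408 on GRCm38, minus strand) had normalized counts of 8441, 5812, 7552 and 7183 in the 4 *Lhx6* controls. Its normalized counts were 313, 236, 495, 271 and 340.5 in *Lhx6* mutants 1, 2, 3, 5 and 6. The means were 7247 ± 1093 (SD, n = 4) and 331 ± 99.7 (SD, n = 5), so that the mutants held 4.57% of the control level. The log2 fold change was -4.48 (standard error 0.20, adjusted p = 1.34e-07 from limma). *Runx1t1*, the gene of MTG8 (ENSMUSG00000006586.15, chromosome 4 from 13743436 to 13893649, plus strand), had normalized counts of 7938, 10264.5 and 8470.1 in *Mtg8* controls 1, 2 and 4. In the libraries labelled *Mtg8* mutant 2, 3 and 4 its normalized counts were 13934, 12249.8 and 12352. All 3 lay above all 3 controls, and the means were 8891 ± 1219 (SD, n = 3) and 12845 ± 944 (SD, n = 3). The log2 fold change was 0.54 (standard error 0.17, adjusted p = 0.859 from limma). An exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. A count per gene does not show which exons the reads came from. The paper's methods list an *Mtg8*-LacZ knock-in mouse, in which *Mtg8* controls β-galactosidase. A count that is not lower therefore does not argue against the labels, and it does not test the genotype. Because *Runx1t1* was not lower in these libraries, they are named by their label.

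**Figure D1:**
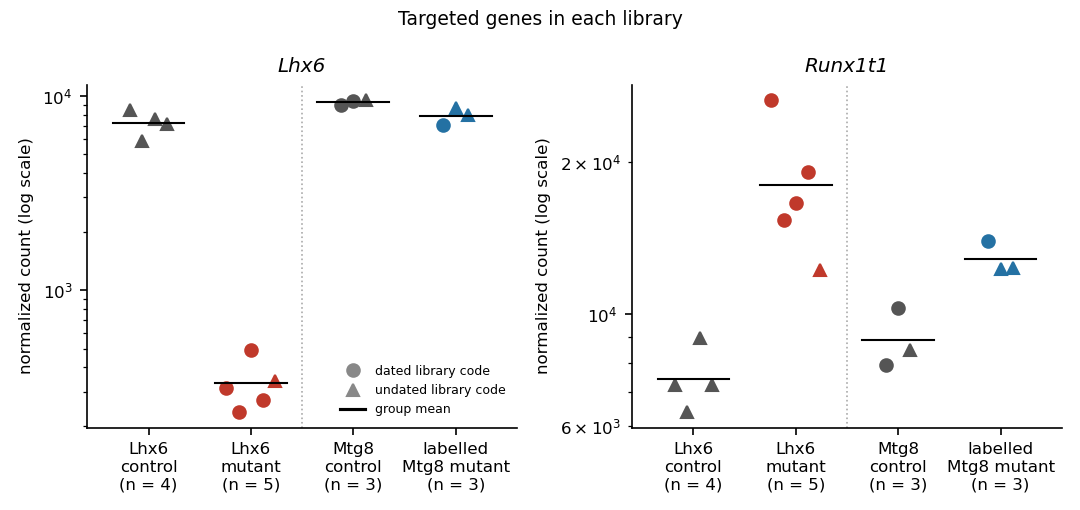
Normalized counts of *Lhx6* and *Runx1t1* in each library, on a log axis. Each point is 1 library, circles have dated and triangles undated library names, and lines are group means. *Lhx6* lies at 495 or below in all 5 *Lhx6* mutants, and *Runx1t1* lies above the controls in all 3 libraries labelled *Mtg8* mutant.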

We used RNA sequencing (RNA-seq) to profile the transcriptome of purified E14.5 migrating MGE interneurons from embryos lacking either MTG8 or LHX6 and their littermate controls (Fig. 4a). 

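The *Lhx6* table held 26835 genes, of which 16727 passed the minimum mean. In *Lhx6* mutants, 114 genes were lower and 172 genes were higher than in controls by limma. At an unadjusted p under 0.05 there were 2132 genes, where chance alone gives 836. In 280 of the 286 genes called, all mutant libraries lay beyond all control libraries. Among all genes tested, 6.22% had such groups, where chance gives 1.59%. With the style of the library name as a covariate, the mutant effect is that of mutant 6 alone against the 4 controls, and 42 lower and 15 higher genes were called, 43 of which were among the 286. DESeq2's Wald test, the test the paper's methods name, gave 271 lower and 540 higher genes on the recovered reads. The authors' deposited table calls 808 genes, and 798 of these passed the minimum mean here. All 798 changed in the same direction here, and 284 were also called by limma. With adjustment over that list alone 793 passed, which shows no stability because the list was drawn from the same libraries.

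When the 9 libraries were split by name style, with 4 dated against 5 undated libraries, 325 genes were called. Without mutant 6, the only mutant with an undated name, 492 genes were called. Mutant 6 differed from the controls in the same direction for 435 of these, and it lay beyond all controls for 358.

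The lower genes with the largest changes among those with separate groups were *Pxdc1*, *Mkx*, *Cacng3*, *Prkcq* and *Neto1*. *Pxdc1* (ENSMUSG00000021411.16, chromosome 13 from 34627834 to 34653486) fell from 387 ± 52.0 (SD, n = 4) to 4.17 ± 4.04 (SD, n = 5) normalized counts. Its log2 fold change was -6.63 (standard error 0.60, adjusted p = 5.0e-05 from limma). The log2 fold changes of *Mkx*, *Cacng3*, *Prkcq* and *Neto1* were -6.03, -5.87, -5.33 and -5.16. Exons of *Neto1* overlap a gene on the other strand, *Gm50384*, and the paper's text does not state whether the counting used strand. *Gucy1a1* (chromosome 3 from 82092427 to 82145789) had a log2 fold change of -4.28 (standard error 0.21). On the higher side were *Dkk2*, *Gm48259*, *Gm48261*, *Pbx3* and *Ibsp*. *Dkk2* (ENSMUSG00000028031.6, chromosome 3 from 132085292 to 132180304) rose from 0.921 ± 1.84 (SD, n = 4) to 170 ± 59.5 (SD, n = 5) normalized counts, and its control reads, 4 in all, came from 1 library. Its log2 fold change was 6.78 (standard error 0.57, adjusted p = 3.05e-05 from limma). The control libraries held at most 2 reads of *Gm48259* and at most 1 of *Gm48261*. Against a floor of 3 reads these genes were at least 30.8-fold and at least 16.99-fold higher. *Ibsp* had a log2 fold change of 4.93, and *Cxcl14* (chromosome 13 from 56288643 to 56296551) one of 4.60 (standard error 0.26).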

Gene expression analysis identified 268 differentially expressed genes (DEGs) significantly downregulated and 540 genes significantly upregulated in LHX6 mutants compared to controls (Fig. 4a, b) (a full list of genes is shown in Supplementary Data 2). Similar analysis of purified MTG8 mutant cortical interneurons identified 10 genes significantly downregulated and 22 genes significantly upregulated in the mutants (Fig. 4a, b and Supplementary Data 2). 

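The *Mtg8* table held 25714 genes, and 16132 passed the minimum mean. By limma, 0 genes were lower and 0 genes were higher in the libraries labelled *Mtg8* mutant, in which *Runx1t1* was not lower. At an unadjusted p under 0.05, 393 genes were lower and 493 were higher, 886 in all, where chance gives 807. The smallest adjusted p was 0.0673. The groups did not overlap in 1646 of the genes tested, a share of 10.2% where chance gives 10%.

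Replicate numbers 2 and 4 occur in both groups. The deviations of the same-numbered libraries from their group means had correlations of 0.138 and 0.159 across genes, against a mean of -0.0428 for the other pairs of libraries. Deviations from group means cancel within each group, so a positive value for some pairs forces a negative mean for the others. Same-numbered *Lhx6* libraries ranged from -0.154 to 0.0717 by this measure. The correlations therefore do not show that the numbers pair these embryos. With the replicate number as a block, 12 genes were lower and 88 were higher by limma. Control 1 and labelled mutant 3 have no partner and add nothing to that fit, which rests on 2 pairs with 1 residual degree of freedom per gene. DESeq2's Wald test on the recovered reads, without the block, gave 10 lower and 21 higher genes. Leaving out each library in turn gave 0 to 4 lower and 0 to 83 higher genes, with the highest counts when mutant 2 was left out. When the 6 libraries were split by the style of their names instead of by genotype, limma called 0 genes, with 2108 at an unadjusted p under 0.05. DESeq2 called 336 genes for that split.

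The authors' deposited table calls 32 genes. All 32 changed in the same direction here and had an unadjusted p under 0.05, and the labelled mutant and control libraries did not overlap for 28. All 32 passed when p was adjusted over that list alone, which shows no stability because the list was drawn from the same libraries. *Gm6594* (ENSMUSG00000073371.4, chromosome 17 from 82539260 to 82539545), a processed pseudogene that can share reads with its parent gene, rose from 182 ± 45.1 (SD, n = 3) to 627 ± 424 (SD, n = 3) normalized counts. Its log2 fold change was 1.57 (standard error 0.42, adjusted p = 0.769 from limma). *Bmpr1b* (ENSMUSG00000052430.15, chromosome 3 from 141837136 to 142169425) rose from 22.8 ± 12.6 (SD, n = 3) to 81.7 ± 12.0 (SD, n = 3). Its log2 fold change was 1.91 (standard error 0.42, adjusted p = 0.636 from limma), and it was called with the replicate number as a block (1.78 from the 2 pairs, adjusted p = 0.0436 from limma).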

Common in both *Lhx6* and *Mtg8* mutant MGE cortical interneurons were 5 downregulated and 3 upregulated genes, with *Sst* and *Npy* being the top hits among the common downregulated genes (Fig. 4c, d). 

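Both tables tested 15629 genes. Because limma called 0 genes in the libraries labelled *Mtg8* mutant, 0 lower and 0 higher genes were shared. Of the 378 genes lower at an unadjusted p under 0.05 in those libraries, 31 were also called lower in *Lhx6* mutants, where 2.73 are expected by chance (one-sided Fisher's exact test, p = 2.15e-24). Of the 487 higher genes, 10 were also called higher in *Lhx6* mutants, where 4.92 are expected (p = 0.0263 from the same exact test). Genes are not independent replicates, so these p-values describe the lists and not the embryos. With DESeq2 in both tables, 5 lower and 3 higher genes were shared (one-sided Fisher's exact test, p = 3.11e-07 and p = 0.0258). With the replicate number as a block in both tables, for which the correlations of same-numbered libraries averaged 0.148 in the *Mtg8* table (2 pairs) and -0.0269 in the *Lhx6* table (3 pairs), 2 lower genes and 1 higher gene were shared.

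As a set, the genes called lower in *Lhx6* mutants had a median log2 fold change of -0.34 in the libraries labelled *Mtg8* mutant, and 85 of the 113 tested were lower (adjusted p = 6.24e-10 from limma's camera, adjusted over 6 sets). With the replicate number as a block in both fits, which also redefines the set, the median was -0.38 (adjusted p = 6.19e-07). Genes of interneurons as a class, a set added after results were seen, had a median of -0.40 in those libraries. A general fall of interneuron transcripts there was not separated from a fall of shared targets. The genes called higher in *Lhx6* mutants had a median of -0.11 in those libraries, and 62 of 158 were higher (adjusted p = 0.0494). With the block that median changed sign, to 0.067 (adjusted p = 0.196).

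*Thbs1* (ENSMUSG00000040152.8, chromosome 2 from 118111876 to 118127133) had a log2 fold change of -2.83 in *Lhx6* mutants (adjusted p = 1.08e-06 from limma) and of -1.03 in the libraries labelled *Mtg8* mutant (adjusted p = 0.580). For *Npy2r* (chromosome 3 from 82538383 to 82548084) the values were -2.09 (adjusted p = 0.0982) and -1.42 (adjusted p = 0.351), and its *Lhx6* groups overlapped. *Galntl6* (chromosome 8 from 57774052 to 58912640), whose exons overlap *BC030500* on the other strand, had values of -1.85 (adjusted p = 0.0873) and -1.82 (adjusted p = 0.497). Among the higher genes, *Sp8* (chromosome 12 from 118846329 to 118852576) had values of 1.03 (adjusted p = 0.291) and 1.45 (adjusted p = 0.636), and its *Lhx6* groups overlapped. *Cbln2* (chromosome 18 from 86711110 to 86718283) had values of 3.04 (adjusted p = 8.2e-06) and 1.65 (adjusted p = 0.636). *Pbx3* (chromosome 2 from 34171457 to 34373142) had values of 4.94 (adjusted p = 1.99e-07) and 1.42 (adjusted p = 0.669), and its start lies 1.91 Mb from that of *Lhx6*. With the block in the *Mtg8* table, and so from 2 pairs, *Npy2r* (-1.27, adjusted p = 0.00233), *Galntl6* (-1.70, adjusted p = 0.00637) and *Cbln2* (1.55, adjusted p = 0.0402) passed the threshold of limma. *Thbs1* (-0.91, adjusted p = 0.0667), *Sp8* (1.09, adjusted p = 0.186) and *Pbx3* (1.47, adjusted p = 0.0581) did not.

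Within the undated *Lhx6* libraries, mutant 6 differed from the 4 controls by -3.25 for *Thbs1*, -2.77 for *Npy2r*, -0.82 for *Galntl6*, 2.15 for *Sp8*, 3.14 for *Cbln2* and 4.36 for *Pbx3* on the log2 scale, with no test for 1 library. In the *Mtg8* table, the 6 genes kept their direction both among dated libraries (2 controls and 1 labelled mutant) and among undated ones (1 control and 2 labelled mutants). This follows from groups that did not overlap for any of the 6 genes, so it is no separate test of name style.

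**Figure D2:**
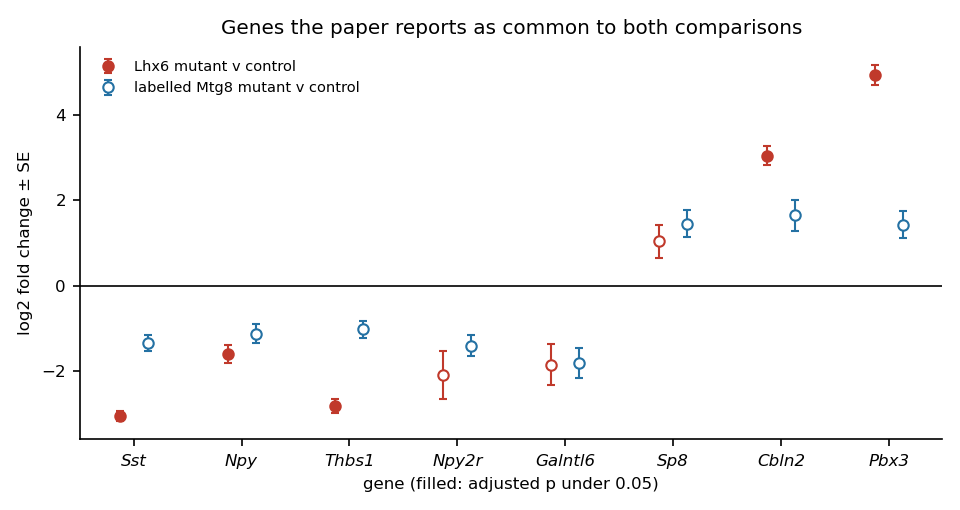
Log2 fold changes, with standard errors, of the 8 genes that the paper reports as common to both comparisons, *Lhx6* mutants in red and libraries labelled *Mtg8* mutant in blue. Filled points have an adjusted p under 0.05 from limma. The direction is shared for each gene, with values from -3.06 (*Sst*) to 4.94 (*Pbx3*) in *Lhx6* mutants and from -1.82 (*Galntl6*) to 1.65 (*Cbln2*) in the labelled libraries, and no point of the *Mtg8* comparison is filled.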

*Thbs1, Npy2r* and *Galntl6* were undetectable by ISH, as was the upregulation of *Sp8*, *Cbln2* and *Pbx3*. The reduction of *Sst* in transcriptomic data is consistent with our previous observations (Fig. 2). 

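*Sst* (ENSMUSG00000004366.4) lies on chromosome 16 from 23889573 to 23890958 on GRCm38, and no other annotated gene overlaps its exons. Its normalized count was 11499 ± 859 (SD, n = 4) in *Lhx6* controls and 1388 ± 192 (SD, n = 5) in *Lhx6* mutants. The log2 fold change was -3.06 (standard error 0.13, adjusted p = 9.01e-08 from limma). Every mutant library lay below every control (exact permutation test, p = 0.00794, the smallest that 4 libraries against 5 allow). *Lhx6* control 4 stood above the other controls, at 12779.9 against 10942 to 11145. In the *Mtg8* table the normalized count was 16695 ± 2080.5 (SD, n = 3) in controls and 6615 ± 1259 (SD, n = 3) in the libraries labelled *Mtg8* mutant, whose *Runx1t1* level was not lower. The log2 fold change was -1.34 (standard error 0.19, adjusted p = 0.0713 from limma), which did not pass the threshold. All 3 labelled mutant libraries lay below all 3 controls (exact permutation test, p = 0.1). With the replicate number as a block, which leaves 2 pairs, the log2 fold change was -1.47 (adjusted p = 0.000162 from limma). The deviations of same-numbered libraries had correlations of 0.138 for number 2 and 0.159 for number 4, which do not show that these embryos are paired. Without the block, DESeq2 on the recovered reads gave -1.34 (adjusted p = 9.25e-06). Leaving out each *Mtg8* library in turn gave log2 fold changes from -1.49 to -1.24. Within dated and within undated *Mtg8* libraries the log2 differences were -1.47 and -1.40, with 1 library on one side of each. Among the undated *Lhx6* libraries, mutant 6 differed from the 4 controls by -3.28.

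**Figure D3:**
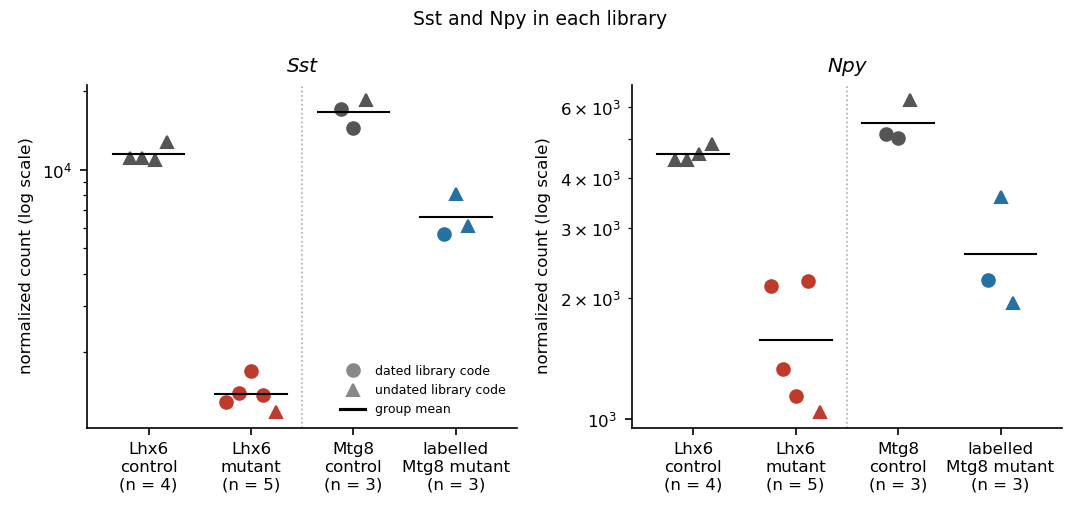
Normalized counts of *Sst* and *Npy* in each library, on log axes. Each point is 1 library, circles have dated and triangles undated library names, and lines are group means. For *Sst* the *Lhx6* mutants lie between 1180 and 1696 and the libraries labelled *Mtg8* mutant between 5683 and 8048, all below their controls.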

We confirmed the downregulation of *Npy* in both *Lhx6* and *Mtg8* mutants (Fig. 4e. Arrowheads point to *Npy* expression in the subcortical telencephalon. *Npy-*expressing migrating interneurons in the cortex are indicated by arrows in e’–e”’. Quantification of *Npy* cells migrating within the developing neocortex in areas below the CP is shown). 

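*Npy* (ENSMUSG00000029819.6, chromosome 6 from 49822710 to 49829507 on GRCm38) had a normalized count of 4574 ± 208 (SD, n = 4) in *Lhx6* controls and 1575 ± 563 (SD, n = 5) in *Lhx6* mutants. The log2 fold change was -1.61 (standard error 0.22, adjusted p = 0.00153 from limma), with every mutant below every control. In the *Mtg8* table it was 5478 ± 668 (SD, n = 3) in controls and 2583 ± 871 (SD, n = 3) in the libraries labelled *Mtg8* mutant. The log2 fold change there was -1.13 (standard error 0.23, adjusted p = 0.580 from limma), below the threshold for a call, although the 3 labelled mutant libraries lay below the 3 controls. With the replicate number as a block, *Npy* passed the threshold from 2 pairs (-1.43, adjusted p = 5.4e-05 from limma), and it also passed with DESeq2 (-1.09, adjusted p = 0.0247). The mean correlation of same-numbered libraries in that table was 0.148, which does not show that they are paired. Within dated and within undated *Mtg8* libraries the log2 differences of *Npy* were -1.20 and -1.24, and *Lhx6* mutant 6 differed from the undated controls by -2.13. As a share of the control mean, *Sst* stood at 12.07% in *Lhx6* mutants and 39.6% in the libraries labelled *Mtg8* mutant, and *Npy* at 34.4% and 47.1%. *Runx1t1* was not lower in the labelled libraries, so the direction of these changes follows their labels. The difference between the comparisons was not tested, because the tables were normalized separately. The paper compared the lists to look for common putative targets of the factors, and it followed *Npy*, one of the genes lowered in both, in tissue sections by in situ hybridization (Fig. 4e).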

Altogether, our data indicate that *Lhx6* and *Mtg8* are both involved in activating expression of *Sst* and *Npy* (and possibly other genes), two critical identity factors marking a sub-population of the SST branch of the MGE lineage.

**Fig. 4:**
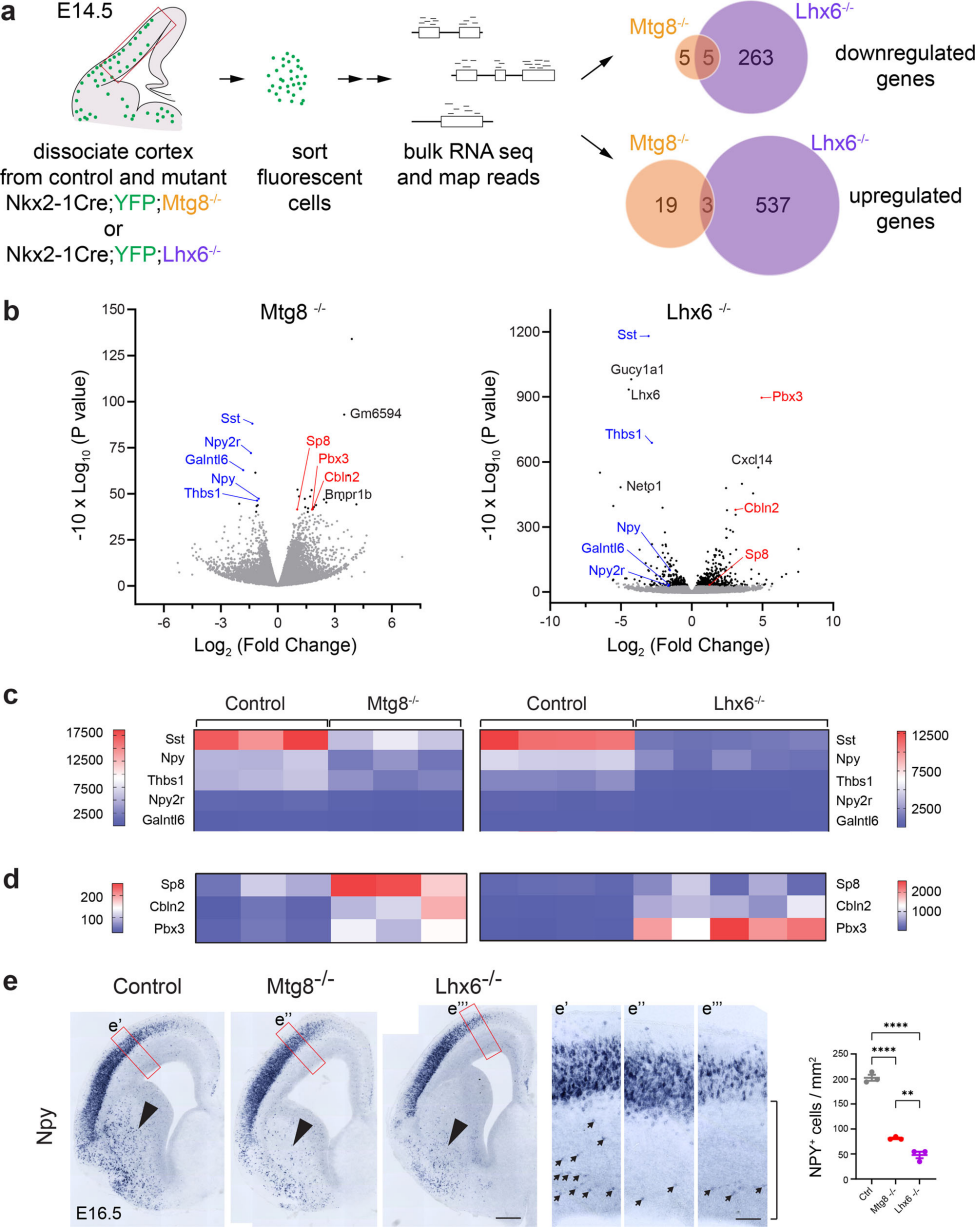
*Sst* and *Npy* are common target genes downstream of MTG8 and LHX6. **a** Experimental design for identification of downstream genes requiring MTG8 and/or LHX6 function within the MGE-derived cortical interneuron lineage using transcriptomic profiling of purified cells from E14.5 neocortex. **b** Volcano plots showing statistical significance (−10x log_10_ *P* values) against fold change (log_2_ fold change) between control and mutant MGE-derived cells for *Mtg8* and *Lhx6*. Negative Log_2_ fold change values indicate decreased expression in mutants compared to controls. Positive Log_2_ fold change values indicate increased expression in mutants compared to controls. DEGs with a padj <0.05 are shown in black/blue/red. Common DEGs in both *Mtg8* and *Lhx6* mutants are indicated in blue (downregulated) and red (upregulated). **c**, **d** Heatmaps showing common downregulated (**c**) and common upregulated (**d**) genes in *Mtg8* and *Lhx6* mutant animals. *Sst* and *Npy* are among the top downregulated genes in both mutants. **e** Representative coronal sections through the embryonic telencephalon at the level of the developing septum at E16.5 showing expression of *Npy* in control, *Mtg8*^−/−^ and *Lhx6*^−/−^ mutant animals. An area of the developing neocortex is shown at higher magnification in e’–e”’. Arrows indicate migrating *Npy*-expressing cortical interneurons in the SVZ/IZ. Quantification represents Npy^+ve^ cells in the developing neocortex in the SVZ/IZ areas underneath the CP (area indicated in e”). Reduced expression of *Npy* can be seen in the developing basal ganglia (arrowheads) and neocortex (arrows) of both mutants. *n* = 3 embryonic brains for each genotype. One-way ANOVA followed by Uncorrected Fisher’s LSD tests. ****P < 0.0001, **P = 0.0042. Graph shows mean ± SEM. Source data are provided as a Source Data file. Scale bars: 250 μm and higher magnification 60 μm.

### MTG8 and LHX6 interact to regulate interneuron identity factors

Given the common putative downstream targets of MTG8 and LHX6, we sought to determine the relationship between the two factors. First, we examined possible genetic interactions. Simultaneous deletion of one allele each of *Mtg8* and *Lhx6* did not cause changes in *Sst* expression, indicating lack of epistatic interactions between the two genes in the heterozygote state (Supplementary Fig. 5a–f). Complete loss of *Mtg8* did not result in changes in the expression of *Lhx6* (Fig. 2a, d, f) and, conversely, loss of *Lhx6* did not result in loss of *Mtg8* expression (Supplementary Fig. 5g). This indicates that the two genes are activated independently of each other through parallel pathways.

We next used in vitro transfection assays followed by co-immunoprecipitation (co-IP) in order to examine possible protein-protein interactions between LHX6 and MTG8. Co-expression of the two proteins in Cos7 cells followed by immunoprecipitation of LHX6 resulted in robust and consistent co-IP of MTG8, indicating a physical interaction between the two proteins. (Fig. 5a). This interaction was not lost upon deletion of the LIM interaction domains of LHX6 (Fig. 5a). Similar co-IP experiments failed to show an interaction between MTG8 and the LIM-domain binding factor LDB1, a nuclear protein that binds to all LIM-HD factors and is essential for their function (Fig. 5b). These data indicate that MTG8 physically interacts with LHX6 and this interaction is independent of the LIM domains of LHX6 and the LIM interacting protein LDB1.

**Fig. 5:**
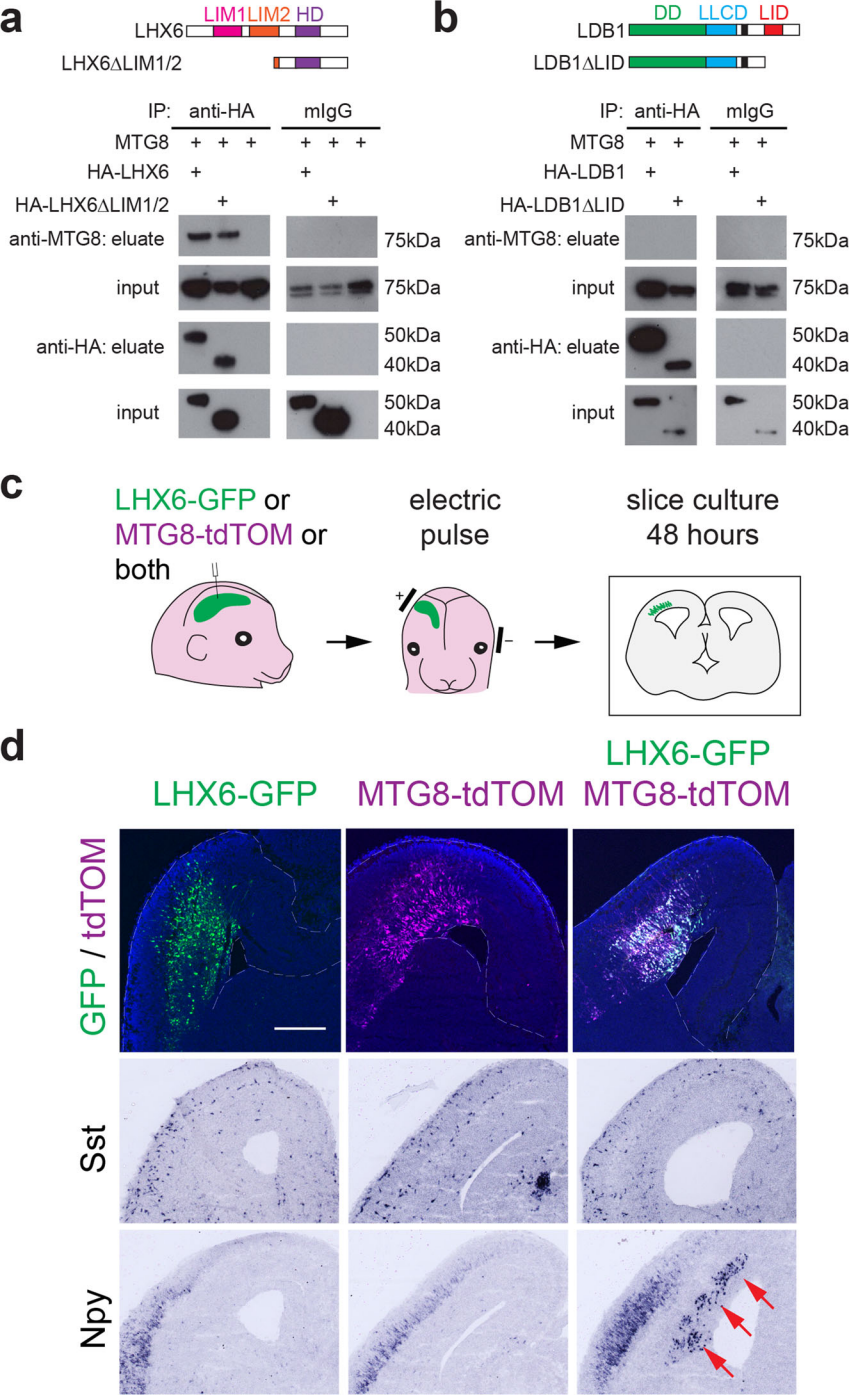
MTG8 interacts with LHX6 to promote SST-NPY fate. **a** Domain structure of LHX6 and the truncated LHX6 protein used in this study, LHX6ΔLIM1/2, which lacks both LIM domains. Immunoprecipitation of WT or truncated LHX6 results in co-IP of MTG8 in transient transfection assays in Cos cells. Uncropped blots are provided as a Source Data file. **b** Domain structure of LDB1 and the truncated LDB1 protein used in this study, LDB1ΔLID, which lacks the LIM-interaction domain. Immunoprecipitation of WT or truncated LDB1 does not result in co-IP of MTG8 in transient transfection assays in Cos cells. Uncropped blots are provided as a Source Data file. **c** Experimental scheme for ectopic expression of LHX6-GFP, or MTG8-tdTOM, or both, in the embryonic cortex via whole head electroporation at E14.5-E15.5, followed by slice culture of coronal sections from electroporated brains. **d** Expression of *Sst*, and *Npy* in the developing neocortex upon ectopic expression of MTG8 and/or LHX6. *Npy* is upregulated only in the presence of both, MTG8 and LHX6 (arrows). Scale bar 400 μm.

In order to test the possibility that MTG8 co-operates with LHX6 to regulate gene targets, we used *ex utero* electroporation to introduce the two cDNAs into the developing neocortex at E14.5-E15.5 (Fig. 5c). On their own, neither MTG8 nor LHX6 were able to promote *Sst* or *Npy* expression in the first 48 h of cortical slice culture following electroporation (Fig. 5d). However, when co-expressed in the developing cortex, the two factors were able to induce robust ectopic expression of *Npy* (Fig. 5d). The absence of *Sst* activation but robust activation of *Npy* upon electroporation of both MTG8 and LHX6 in the cortex persisted even after 7 days of cortical slice culture (Supplementary Fig. 6). The inability of the two regulators to activate *Sst* expression in neocortical progenitors suggests that other factors normally present in ventral telencephalic progenitors may be required to induce its ectopic expression. Altogether, the data point to an obligatory interaction between LHX6 and MTG8 for induction of MGE interneuron critical identity factors.

We next tested the capacity of MTG8 to promote SST-NPY interneuron fates within the MGE lineage by overexpressing the gene in the entire lineage. We dissociated E13.5 MGE cells from Nkx2-1-Cre;tdTomato mice and transduced them with a lentivirus expressing a Cre-conditional MTG8-2A-VENUS cDNA before transplanting them into P0 WT host cortices (Fig. 6a and Supplementary Fig. 7a, b). Host brains were examined 40 days after transplantation for expression of SST, NPY and PV. Non-transduced tdTomato^+ve^Venus^-ve^ transplanted MGE cells were used as controls. Overexpression of MTG8 in MGE lineage cells resulted in a small but significant increase in the percentage of SST^+ve^ cells (~14% increase). NPY^+ve^ cells more than doubled in numbers among the transduced population (~140% increase). These changes were accompanied by a small but significant decrease in PV^+ve^ cells (~35% decrease) (Fig. 6b). These findings suggest that MTG8 expression is sufficient to promote SST and NPY interneuron fates at the expense of PV fates in a subset of MGE progenitors. Whether the reduction in PV cells reflects reduced viability of prospective PV cells when MTG8 is overexpressed or a re-specification of PV cells into SST interneurons remains unknown.

**Fig. 6:**
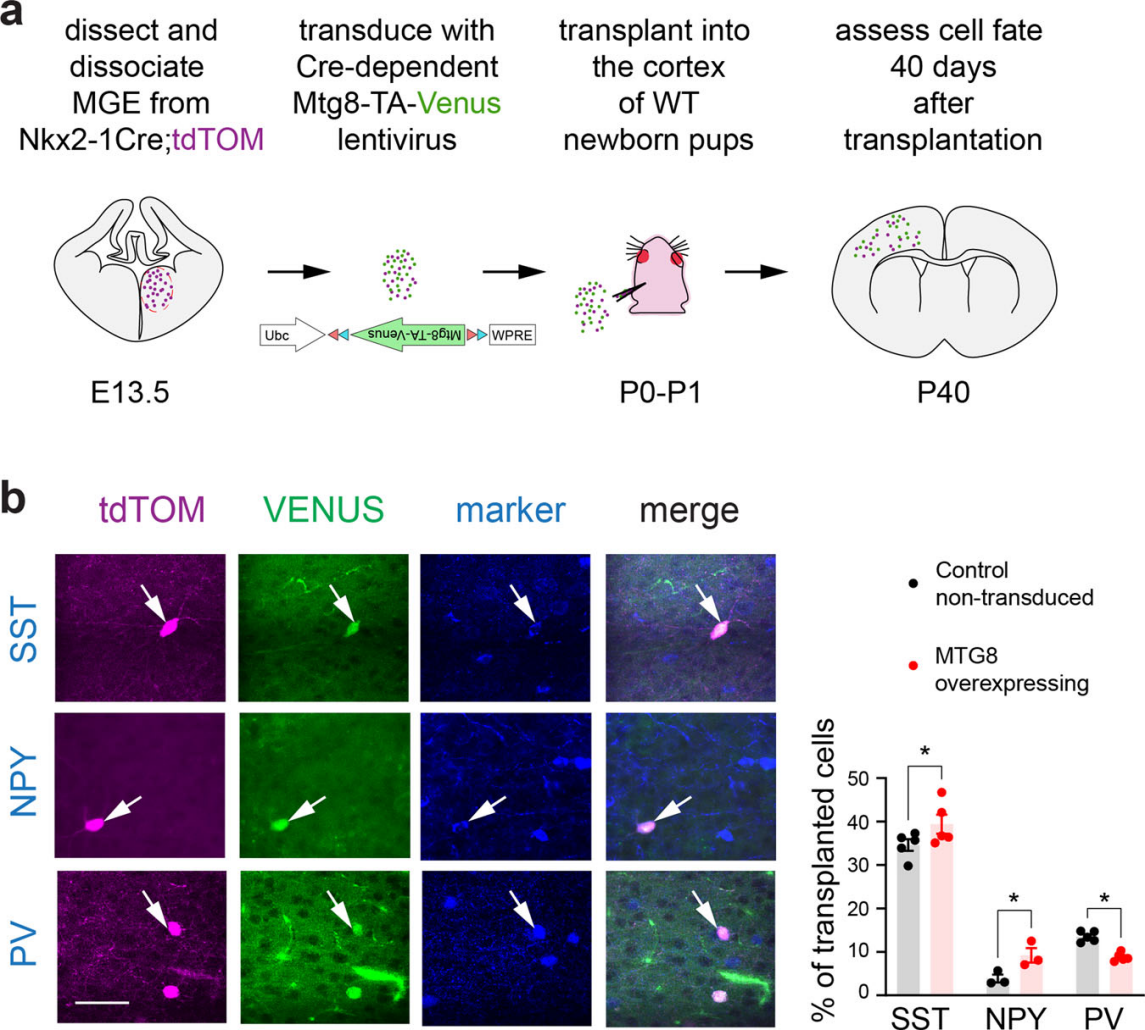
MTG8 promotes SST-NPY fate in the MGE lineage. **a** Experimental scheme for overexpression of MTG8 in the MGE lineage by lentiviral transduction of dissociated MGE precursors, followed by transplantation into the cortex of newborn pups. Analysis was carried out in the somatosensory cortex 40 days post transplantation. **b** Immunohistochemistry and quantification for SST, NPY or PV together with tdTOM and VENUS to detect transplanted and/or transduced MGE precursors differentiating into different interneuron subtypes. A minimum of 300 transplanted cells per experiment were counted. *n* = 5 independent transplantations for SST and PV, *n* = 3 independent transplantations for NPY. Two-Way ANOVA was followed by Uncorrected Fisher’s LSD tests. SST *P* = 0.0147, NPY *P* = 0.0319, PV *P* = 0.0166. *P < 0.05. Graph shows mean ± SEM. Source data are provided as a Source Data file. Scale bar 25 μm.

### Essential role for Mtg8 in SST-NPY interneuron development

Constitutive *Mtg8* mutant mice die soon after birth due to gastrointestinal defects^29^. Therefore, we generated mice carrying a Cre conditional allele for *Mtg8*, in order to assess the postnatal development of the MGE lineage and the loss of SST interneuron subsets (Fig. 7a and Supplementary Fig. 7c, d). We first examined these mice at embryonic stages. At E13.5, expression of *Lhx6* in pallial and subpallial regions of the telencephalon in *Mtg8* cKO embryos (cKO, Nkx2-1-Cre;Mtg8^fl/fl^) appeared normal compared to controls (Ctrl, Mtg8^fl/fl^) (Supplementary Fig. 8a). In contrast, there was a visible reduction in *Sst* cells in the subcortical and cortical mantle in cKO embryos (Supplementary Fig. 8b). This was consistent with our observations in germline *Mtg8* knock-out mice (Fig. 2a–e and Supplementary Fig. 3a, b). Expression of SOX6, another key determinant of telencephalic *Sst* interneurons was unaffected in the absence of MTG8 indicating that, like LHX6, SOX6 is activated independently of MTG8 (Supplementary Fig. 8c).

**Fig. 7:**
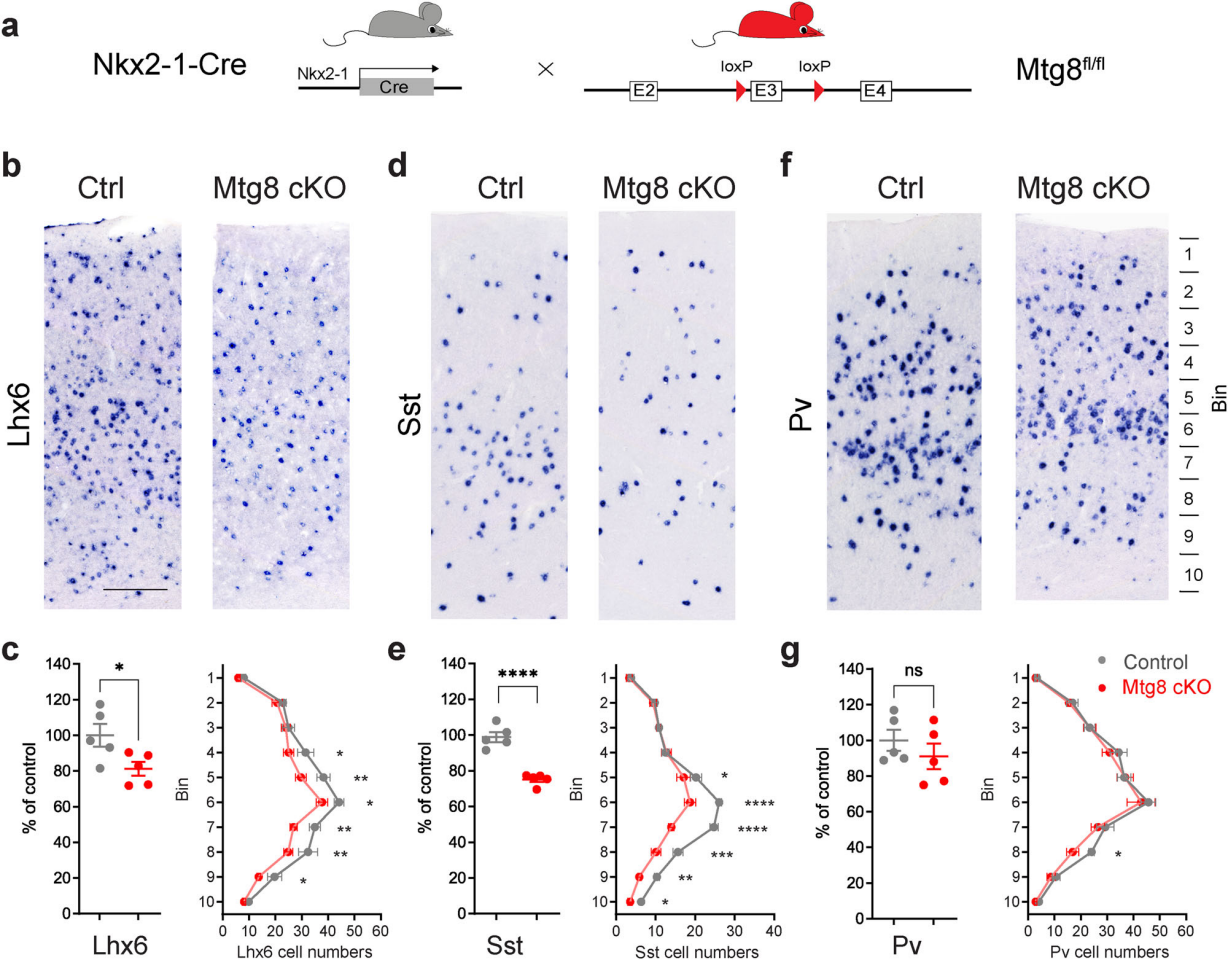
Mtg8 is required for specification of cortical SST interneuron subsets. **a** Strategy for the generation of *Mtg8* conditional mutant animals in the MGE using Nkx2-1Cre. **b–g** RNA in situ hybridization detecting *Lhx6, Sst* and *Pv* in the cortex of Ctrl and *Mtg8* cKO animals at P40 (**b**, **d**, **f**) and quantification of total numbers and in different bins along the dorso-ventral extent of the somatosensory cortex (**c**, **e**, **g**). *n* = 5 brains per genotype. Total numbers: two-tailed unpaired *t* tests. Lhx6 *P* = 0.0369, Sst *P* < 0.0001. Bin distribution: two-way RM ANOVA followed by Uncorrected Fisher’s LSD tests. Lhx6: level 4 *P* = 0.0233, level 5 *P* = 0.003, level 6 *P* = 0.022, level 7 *P* = 0.0049, level 8 *P* = 0.0083, level 9 *P* = 0.0345. Sst: level 5 *P* = 0.0245, levels 6 and 7 *P* < 0.0001, level 8 *P* = 0.0001, level 9 *P* = 0.0017, level 10 *P* = 0.0449. Pv: level 8 *P* = 0.0386. *P < 0.05, **P < 0.01, ****P < 0.0001. All graphs show mean ± SEM. Source data are provided as a Source Data file. Scale bar 200 μm.

We quantified cortical interneurons in adult *Mtg8* cKO mice in order to determine the postnatal effects of MTG8 loss on the MGE lineage. A marked decrease in cortical *Sst* interneuron numbers was observed in the lower layers of the cortex in *Mtg8* cKO mice (Nkx2-1-Cre;Mtg8^fl/fl^) (Fig. 7d, e). Unlike our observations at embryonic stages, this was accompanied by a loss of *Lhx6-*expressing cells (Fig. 7b, c). This may reflect reduced survival of mis-specified SST cortical interneurons lacking MTG8, in line with the transplantation experiments where loss of MTG8 caused reduced survival of transplanted MGE cells (Fig. 3b). *Pv* interneuron numbers are normal in the absence of *Mtg8* (Fig. 7f, g). Late deletion of MTG8 using Lhx6-Cre, which recombines during the migration of cortical interneurons^27^, resulted in normal numbers of cortical *Sst, Pv* and *Lhx6* interneurons (Supplementary Fig. 9a), confirming an early requirement for MTG8 in the development of the lineage. A reduction of *Sst* but not *Pv* numbers upon early deletion of the gene in the MGE lineage was also observed in the hippocampus CA1 area and striatum of *Mtg8* cKO mice compared to controls (Supplementary Fig. 9b, c**)**, indicating a widespread loss of *Sst* subsets throughout the anterior forebrain.

In order to determine whether there was a subtype-specific loss of SST interneurons in the absence of MTG8, we quantified SST^+ve^ cortical interneurons co-expressing nNOS or CR, as well as SST cells co-expressing or lacking NPY (Fig. 8a). MGE-derived CR-expressing cells (all of which express SST), as well as SST interneurons co-expressing nNOS, were unaffected in the absence of MTG8 (Fig. 8b, c). In contrast, a significant reduction of SST interneurons co-expressing NPY was observed in the absence of MTG8 (Fig. 8d). Cortical SST interneurons lacking NPY were unaffected (Fig. 8e). Striatal interneurons co-expressing SST and NPY were also reduced in cKO animals compared to controls, whereas SST^+ve^nNOS^+ve^ striatal interneurons were unaffected (Supplementary Fig. 9c). Altogether our data demonstrate that MTG8 interacts with LHX6 in embryonic MGE progenitors to promote SST^+ve^NPY^+ve^ telencephalic interneuron subtype identity.

**Fig. 8:**
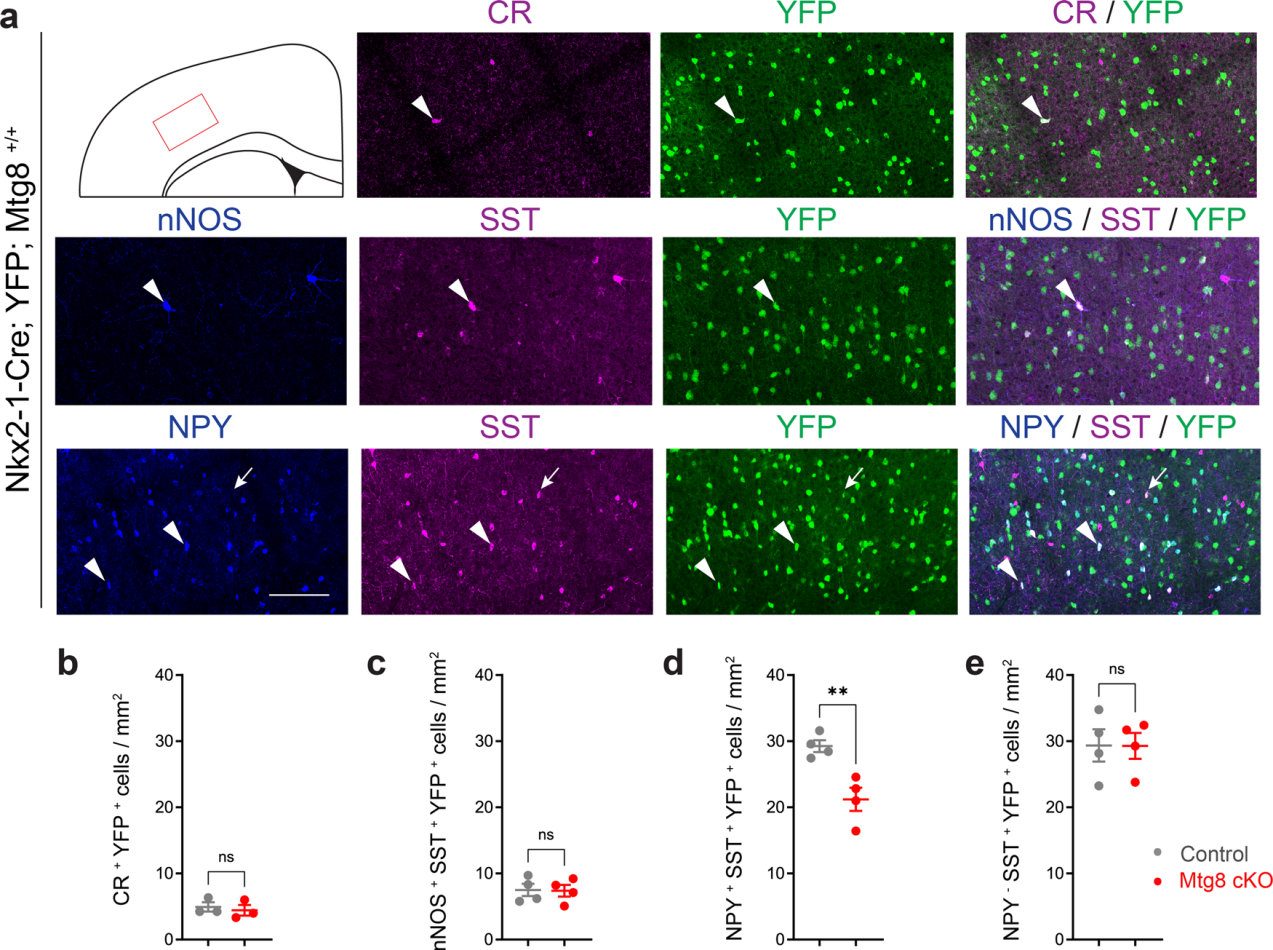
Mtg8 is required for specification of cortical SST-NPY interneuron subsets. **a** Immunohistochemistry detecting co-expression of CR/YFP or nNOS/SST/YFP or NPY/SST/YFP in the somatosensory cortex in control animals at P40. Arrowheads point to double-labelled cells for CR/YFP and triple-labelled cells for nNOS/SST/YFP and NPY/SST/YFP. Arrows point to double-labelled SST/YFP cells. **b**–**e** Quantification of the above co-expression profiles in control and *Mtg8* cKO animals. In the absence of MTG8 there is a significant reduction of SST interneurons co-expressing NPY. All other SST subtypes examined remain unaffected. CR^+^YFP^+^ *n* = 3 brains per genotype. nNOS^+^SST^+^YFP^+^, NPY^+^SST^+^YFP^+^ and NPY^-^SST^+^YFP^+^ *n* = 4 brains per genotype. Two-tailed unpaired *t* tests. **P = 0.0064. All graphs show mean ± SEM. Source data are provided as a Source Data file. Scale bar 130 μm.

## Discussion

We identified *Mtg8* and *Mtg16* as being expressed in the MGE lineage of cortical interneurons and we demonstrated a requirement for MTG8 in the development of SST-NPY interneuron subtypes. MTG8 is activated independently of LHX6 and is widely expressed in the ganglionic eminences. The two transcriptional regulators, LHX6 and MTG8, are co-expressed in the MGE where they interact to promote expression of critical cortical interneuron subtype identity genes. The SST-NPY cortical interneuron fate is initiated early, well before interneurons migrate into the cortex, demonstrating an early onset specification program.

LHX6 is the earliest known transcriptional regulator that marks all MGE-derived interneurons as soon as they emerge from the VZ. It is pivotal for the development of the lineage, with multiple functions ranging from migration to identity specification^16–18^. Our knowledge into the mechanism of action of LHX6 is very limited and, to date, binding partners of LHX6 have been entirely elusive. Intriguingly, reduced levels of LHX6, caused by expression of a hypomorphic *Lhx6* allele, cause loss of only subsets of SST interneurons, suggesting a dose-dependent requirement for specification of different branches of the MGE lineage^31^.

Our data demonstrate a clear role for MTG8 in the specification of SST interneuron subsets. *Mtg8* is expressed in the SVZ and postmitotic mantle of the MGE, where expression overlaps with *Lhx6*. *Mtg8* and *Lhx6* are activated independently of each other and may act through parallel pathways to specify SST interneuron fates. Alternatively, MTG8 and LHX6 proteins may interact to mediate SST interneuron specification. Both scenarios are compatible with (a) the phenotypic similarity between the *Lhx6* hypomorphic mice and the *Mtg8* LOF mice, i.e. partial loss of *Sst* and *Npy* expression in migrating interneurons upon reduction/loss of either factor, (b) the identification of *Sst* and *Npy* as putative common downstream targets of LHX6 and MTG8 and (c) the ability of the two proteins to induce ectopic expression of *Npy* upon co-expression in cortical progenitors. However, the finding that the two proteins physical interact when co-expressed in vitro indicates that MTG8 forms an interacting partner of LHX6. The two factors together promote the emergence of the SST-NPY interneuron identity in SVZ/early postmitotic cells prior to their migration into the developing cortex. This interaction between LHX6 and MTG8 provides insight into the mechanism of action of LHX6 and lineage divergence within the developing MGE.

The function of MTG8 within the LHX6-MTG8 complex remains to be explored. One possibility is that MTG8 stabilizes LHX6 onto target DNA, thereby increasing its effective activity. This would be consistent with the phenotype similarity between MTG8 null mice and LHX6 hypomorphs. Such a function has recently been proposed for another MTG family member, MTGR1, during germline development^21^. Just like MTG8, MTGR1 lacks intrinsic DNA binding capacity but is thought to stabilize key DNA-binding factors onto chromatin via its oligomerization, increasing their ‘on rate’ and functional efficiency^21^. Alternatively, or, in addition to increasing the stability of LHX6 onto chromatin, MTG8 might interact with transcriptional co-activators or co-repressors, such as the Sin3A/HDAC^32^ and LIM-HD family members^33^ to regulate downstream targets. Both, activating, as well as repressing functions have been proposed for LHX6^15^. MTG proteins are transcriptional regulators with high networking capacity enabled by their multiple protein interaction domains^19^. Partners of MTG proteins include basic helix loop helix factors in the nervous system and in erythroid progenitors^34–37^. During erythroid differentiation, MTG16 associates with the LDB1 complex to maintain progenitors in a primed state^22,38^. Further work is needed to identify other components of the LHX6-MTG8 complex that mediate cortical SST-NPY interneuron specification.

Embryos lacking MTG8 show normal expression of *Lhx6* in the developing cortex but, by P40, a marked reduction of *Lhx6*-expressing cells is observed. This may reflect eventual cell death of mis-specified MGE interneurons lacking MTG8 and is consistent with our observation of cell loss upon transplantation of MGE progenitors lacking functional MTG8. The eventual loss of *Mtg8* mutant cortical interneurons is pointing to an essential requirement for MTG8 that may or may not extend beyond expression of the two critical identity genes SST and NPY. Additional characterisation of cortical interneurons lacking MTG8 at postnatal stages is needed to determine whether other aspects of SST interneurons are affected by the loss MTG8.

While *Mtg8* clearly has an early role in MGE cortical interneuron development, *Mtg16* is activated later and is dispensable for early specification events. MTG16 is expressed in the entire MGE lineage. Mouse mutants in MTG16 have normal numbers of cortical interneurons but develop occasional seizures at 6 months (our observations). Double MTG8/MTG16 mutant MGE progenitors transplanted into the newborn cortex do not show additive phenotypes in terms of cortical interneuron numbers, indicating lack of compensatory functions between the two genes (our observations). The functions of MTG16 remain unknown but it may represent an example of a cortical interneuron development program that initiates early in the MGE and unfolds gradually, after interneurons reach the cortex.

Human mutations in *MTG8* have been reported and include a deletion within the *MTG8* gene (known as *RUNX1T1*) and a translocation that disrupts the *MTG8* locus^39,40^. In both cases the mutations are associated with intellectual disability/mental retardation. Learning disabilities in these patients occur early during childhood thus pointing to neurodevelopmental defects arising through loss of MTG8 function.

The timing of neuronal diversification has been studied for many years. Recent data from the developing cortex have found that neuronal diversification occurs at the level of post-mitotic neurons and not progenitors^41^. Similarly, there is no evidence for neuronal divergence prior to cell cycle exit in the ganglionic eminences, and prediction of SST versus PV cell identity, based on whole transcriptome and epigenome content, is only possible at early postnatal stages^8^. However, PV and SST cortical interneurons clearly diverge well before that, and immature SST interneurons can be seen migrating into the cortex at embryonic stages. This early divergence between PV and SST interneurons is discernible through single cell transcriptomic studies of embryonic neurons from mice^6,7,42^ and humans^43,44^. Our data support a model whereby even fine subclasses of interneurons are specified early, soon after exit from the VZ, and before young neurons reach the cortex. The fine-scale specification may occur, not through novel, as yet unidentified genetic pathways, but rather through the modification of generic MGE programs by the formation of subtype-specific protein complexes. Identifying such complexes may hold the key to understanding cortical interneuron lineage specification and divergence.

SST interneurons represent ~40% of all MGE-derived interneurons^27^ and include at least 40 different transcriptomic subtypes (https://portal.brain-map.org/). It is unknown what the functions of all the different subtypes are. SST-NPY neurons represent around half of the SST population and, apart from a small subset of long-projecting neurons that co-expresses *Nos1*/*Chodl*^4,13^ and are active during sleep^45^, we have no further knowledge into the functions of this large neuronal population. As our ability to identify specific subtypes of neurons in live behaving animals improves, so will our understanding of the function of cortical interneuron diversity and the contribution of subtype-specific defects to human interneuron-based disorders.

## Methods

### Transgenic mice

*Mtg8*-LacZ KI mouse (MGI:2183012)^29^, *Mtg16* mutant (MGI:3815201)^30^, *Lhx6* floxed mice (MGI:6466660), *Nkx2.1-Cre* (MGI:3761164)^28^, *Lhx6-Cre* (JAX 026555)^46,27^, *Nestin-Cre* (JAX 003771), *Dlx1-lox-Venus-lox*^19,20^ and two reporter mice, Rosa26R-YFP (JAX 006148)^47^ and Rosa26R-tdTomato (JAX 007914)^48^ were used in this study. The *Lhx6* conditional mutant mice were used to generate the germline loss-of-function allele used in this study. The *Mtg8* conditional mutant mice (C57BL/6N-Runx1t1^tm1a(EUCOMM)Hmgu^/H) were generated by the IMPC and the Mary Lyons Centre at UKRI-MRC Harwell. All mice used in this study were maintained on a C57BL/6/CBA mixed background. Male and female mice were used in this study. Mouse colonies were maintained at the Wolfson Institute for Biomedical Research, University College London, in accordance with United Kingdom legislation (ASPA 1986), and at the BSRC “Al. Fleming”, according to the European Union ethical standards outlined in the Council Directive 2010/63EU of the European Parliament on the protection of animals used for scientific purposes.

### Plasmid construction

A full list of plasmids used in this work is found in Supplementary Data 3. Plasmids generated for the purposes of this study are described below.

*pCMV3-Myc-HA-HA-LHX6* used in co-IP experiments: the coding sequence of mouse *Lhx6* (ENSMUST00000112961) lacking an initiation codon, was cloned in-frame into the pCMV3-Myc-HA-HA vector. The pCMV3-Myc-HA-HA vector was generated by substituting the pCMV promoter region from the pCMV3 vector with a 2.1 kb fragment containing the pCMV3-1/E1 promoter. One Myc tag and two HA tags were subsequently added in-frame.

*pCMV3-Myc-HA-HA-LHX6ΔLIM* used in co-IP experiments: it is based on pCMV3-Myc-HA-HA-LHX6 but lacks sequences coding for functional LIM domains.

pCAGGS-LHX6-IRES-GFP^49^ was used in ex-utero gain-of-function experiments.

*pCAGGS-MTG8*: used in co-IP experiments: The *Mtg8* coding sequence from the cDNA clone FANTOM 6332428O11 was cloned downstream a CAGGS promoter and upstream an SV40 polyadenylation signal sequence in pBluescript.

*pCAGGS-MTG8-IRES-tdTomato* used in ex-utero gain-of-function experiments: The *Mtg8* coding sequence from the cDNA clone FANTOM 6332428O11 was cloned downstream a CAGGS promoter and upstream an IRES-tdTomato-SV40 polyadenylation sequence in pBluescript.

*pUbc-Dio-MTG8-2TA-VENUS-WPRE* used to generate Lentiviral particles for transfection experiments: The *Mtg8* coding sequence without the stop codon was amplified from a cDNA clone (FANTOM 6332428O11) and cloned in-frame with a T2A sequence followed by Venus. This sequence (referred to as Mtg8-TA-Venus) was flanked by antiparallel lox sites (lox2272 and loxP) from RV-Cag-Dio-GFP (addgene #87662) and cloned in an inverted orientation into the lentiviral vector FUtdTW (addgene #22478) replacing the tdTomato sequence.

### Tissue preparation

The day of the vaginal plug was considered E0.5, and the day of birth was considered day 0. Whole embryo heads (for embryos E13.5 and younger) or embryonic brains (for embryos older than E13.5), were fixed overnight in 4% (w/v) paraformaldehyde (PFA) in PBS. Postnatal animals were anesthetized and perfused first with saline (0.9% NaCl) followed by 4% (w/v) PFA through the left ventricle of the heart. Adult brains were dissected out, sliced into 2 or 3 mm-slices using a mouse brain coronal matrix (PlasticsOne), and post-fixed in 4% PFA overnight. Fixed samples were cryoprotected overnight by immersion in 20% (w/v) sucrose in PBS. Samples were embedded in Tissue-Tek OCT compound (R. A. Lamb Medical Supplies, Eastbourne, UK), frozen on dry ice, and stored at −80 °C. Post-transplantation animals were treated with 4% PFA overnight, as described above, brains were removed and either sectioned on a vibratome at 50 μm and the sections stored at 4 °C in PBS long-term or stored intact in PBS long-term. Tissue preparation for immunohistochemistry with the goat anti-MTG8 or the rabbit anti-MTG16 antibody involved fixation for 1 hour in 1X MEMFA fixative (0.1 M MOPS, 2 mM EGTA, 1 mM MgSO4, 3.8% Formaldehyde), followed by embedding in Tissue-Tek OCT compound.

### Immunohistochemistry

Embryonic brains were cut on a cryostat into 20-μm-thick coronal sections and collected directly on Superfrost plus slides (BDH Laboratory Supplies, Poole, UK). Adult sections were cut coronally (30 μm thickness) and were serially collected in PBS for “free floating” procedure. All sections were blocked in PBS containing 10% heat-inactivated serum (sheep or donkey) (Sigma, St. Louis, MO) and 0.1% Triton X-100 at room temperature for 1 hour. Immunohistochemistry was performed with the following primary antibodies: rat anti-GFP IgG2a (1:1000; Nacalai Tesque, Kyoto,Japan, #04404-84); rabbit anti-GFP (1:5000; Abcam, UK, #ab290); chicken anti-GFP (1:500; Aves Labs, #GFP-1020); rabbit anti-β-galactosidase (1:2000, MP Biomedicals, # 0856032); goat anti-MTG8 (1:200, Santa Cruz Biotechnology, #sc-9737); rabbit anti-MTG16 (1:300, Abcam, UK, #ab33072); rabbit anti-PV (1:1000, Chemicon Millipore, #MAB1572); mouse anti-PV (1:1000, Swant Bellizona Switzerland, #235); rabbit anti-SST (1:200, Peninsula Labs, #T-4103.0050); rat anti-SST (1:500, Chemicon Millipore, #MAB354); rabbit anti-calretinin (1:1000, Swant Bellizona Switzerland, #7697); mouse anti-CR (1:500, Swant Bellizona Switzerland, #6B3); rabbit anti-NPY (1:1000, ImmunoStar, #22940), sheep anti-NPY (1:500; Abcam, UK, # ab6173); rabbit anti-nNOS (1:1000; Immunostar, #24287); rabbit anti-SOX6 (1:500, Abcam #ab30455). Primary antibodies were applied overnight at 4 °C. Secondary antibodies used were raised in donkey and were conjugated with AlexaFluor 488, AlexaFluor 568, and AlexaFluor 647, all used at 1:1000; (Invitrogen, Carlsbad, CA) for 60 min at room temperature together with Hoechst 33258 (1:1000; Sigma) to detect cell nuclei. All secondary antibodies were diluted in block solution (1:1000). Floating sections were transferred onto Superfrost plus slides (BDH Laboratory Supplies) and air dried. All sections were coverslipped with Dako fluorescent mounting medium.

### RNA In situ hybridization (ISH) and fluorescent ISH (FISH)

Tissue preparation and RNA ISH was carried out as previously described^50^. Gene expression was examined using DIG-labelled RNA probes followed by detection with sheep anti-Digoxigenin Fab fragments conjugated with alkaline phosphatase (Sigma-Aldrich, #11093274910) and chromogenic development of the signal using NBP (Generon, #10008) BCIP (Generon, #21530050) according to manufacturer’s instructions. Plasmids used to generate RNA probes for ISH are indicated in Supplementary Data 3.

For FISH, DIG-labelled probes were detected using sheep anti-Digoxigenin Fab fragments conjugated with peroxidase (Sigma-Aldrich, #11207733910) and developed using the TSA Plus Cyanine 3 signal amplification system (PerkinElmer, #NEL744001KT). FISH was sometimes followed by immunofluorescent detection of protein expression using standard protocols (see Immunohistochemistry).

### Image processing

Images were captured with a Zeiss fluorescent microscope or with a Leica confocal microscope. Images were further processed with Adobe Photoshop (Adobe Systems Inc., San Jose, CA) for general contrast and brightness enhancements. The final compositing of the figures was performed with Adobe Illustrator (Adobe Systems Inc., San Jose, CA). Images of RNA ISH were taken using a ZEISS Axio Scan.Z1 and processed using ZEISS ZEN lite software.

### Lentiviral transfection and in vivo transplantation

Dissociated MGE cells were incubated with concentrated virus (prepared using standard protocols) at 37 °C for 45 min in NB/B27 medium containing Polybrene. Cells were resuspended in NB/B27 medium and transplanted into the cortex of P0-P1 pups as previously described before^51^. Briefly, glass needles for injection were pulled using a Sutter micropipette puller and cut to approximately 100 μm diameter under a dissecting microscope and sharp scissors. The needles were loaded onto a CellTram Vario manual microinjector and back-filled with mineral oil. Cells were gently aspirated into the needle and the needle was placed on a stereotaxic frame. P0-P1 pups were anaesthetized on ice for 2–4 min and immobilised onto the stereotaxic frame using adhesive tape. Each pup received 4–8 injections of 70–100 nl cell suspension on both hemispheres. Pups were then placed on a warm pad and following recovery returned to the nest.

### Dissection, Fluorescence-activated cell sorting (FACS) and RNA extraction from cortical cells for microarray analysis

Cortical tissue was dissected from embryos of the following genotypes: Nkx2-1-Cre^Tg^;R26R-YFP^fl/fl^ and Nkx2-1-Cre;Dlx1-lox-Venus-lox^19,20^. Samples were pooled into Earle’s Balanced Salt Solution (EBSS, Invitrogen) and digested with 2.5 units/ml Papain (Worthington) supplemented with 0.1 mg/ml DNase I (Sigma Aldrich, #D5025-15KU) in a final volume of 1 ml per 2–3 brains. The tissue was dissociated by gentle trituration, before centrifugation and resuspension cold Optimem™ I reduced serum medium (Invitrogen) for FACS. Cells were excited with a 488 nm laser, and fluorescence was detected with 530/40 nm and 580/30 nm bandpass filters. Single, whole cells were isolated from debris based on side scatter and forward scatter parameters. Background fluorescence was determined based on the non-fluorescent control samples, and cells from the upper 80% of non-background events were collected as positive fluorescent cells. Fluorescent cells were sorted directly into tubes prefilled with 500 μl Buffer RLT (lysis buffer, RNeasy Micro Kit, Qiagen). Where the collected volume exceeded 1 ml, a second collection tube was used, ensuring a maximum 1:3 dilution of Buffer RLT. The cells were homogenized by passing five times through a sterile 21 G needle fixed to a 2 ml syringe, and frozen at −80 °C for later RNA extraction using RNeasy Plus Micro Kit (Qiagen, #74034) according to the manufacturer’s instructions. RNA quality was assessed using TapeStation RNA ScreenTape (Agilent) according to manufacturer’s manual.

### Microarray analysis

cDNA was amplified from extracted RNA using the NuGEN® Ovation Pico System. For each microarray, 4 μg of cDNA was labelled and hybridized to an Affymetrix Mouse Whole Genome 430 2.0 array, with three independent replicates per condition. The Bioconductor software package was used to background-correct and normalize the data, and to calculate mean fold change (FC) and false discovery rates (FDR) for various pair-wise comparisons (e.g., E14.5 MGE versus E16.5 CGE). Heatmaps were created using GraphPad Prism software.

### Dissection, Fluorescence-activated cell sorting (FACS) and RNA extraction from cortical cells for RNAseq

Cortical tissue was dissected from E14.5 embryos of the following genotypes: *Mtg8* control (Mtg8^+/+^;Nkx2-1-Cre^Tg^;R26R-YFP^fl/fl^) and littermate *Mtg8* mutant (Mtg8^−/−^;Nkx2-1-Cre;R26R-YFP^fl/fl^), *Lhx6* control (Lhx6^+/+^;Nkx2-1-Cre^Tg^;R26R-YFP^fl/fl^) and littermate *Lhx6* mutant embryos (Lhx6^−/−^;Nkx2-1-Cre;R26R-YFP^fl/fl^). Each embryo sample was processed separately for transcriptomic analysis. Dissection was performed in ice-cold Hanks’ Balanced Salt Solution (HBSS, Thermo Fisher Scientific (Life Technologies, #14025050). The tissue was digested with Accutase (Sigma Aldrich, #A6964) supplemented with 10 µg /ml DNAse I (Sigma Aldrich, #D5025-15KU) and dissociated by gentle trituration, before centrifugation and resuspension Neurobasal medium (Thermo Fisher Scientific (Life Technologies), #21103049). To obtain a single-cell suspension, dissociated tissue was filtered using cell strainers (Fisher Scientific Ltd, Bel Art Products, #15342931). YFP^+ve^ cells were sorted using MoFlo XDP Cell Sorter. Cells were excited with a 488 nm laser, and fluorescence was detected with 530/40 nm and 580/30 nm bandpass filters. Single, whole cells were isolated from debris based on side scatter and forward scatter parameters. Background fluorescence was determined based on the non-fluorescent control samples, and cells from the upper 80% of non-background events were collected as positive fluorescent cells. Fluorescent cells were sorted directly into tubes prefilled with 300 µl Neurobasal medium. Total RNA was isolated from freshly sorted cells without freezing using RNeasy Plus Micro Kit (Qiagen, #74034) according to manufacturer’s manual. RNA quality was assessed using TapeStation RNA ScreenTape (Agilent) according to manufacturer’s manual.

### RNA sequencing and analysis

The NEBNext Single Cell/Low Input RNA Library Prep Kit was used to generate cDNAs from total RNA isolated from fluorescent cells that had been sorted from control and mutant embryonic cortices. The cDNA was used to prepare libraries using the Nextera XT kit (Illumina). These were run on a NextSeq 500 sequencer (lllumina). Raw sequence data were adapter and quality trimmed (fastp v0.20.1), aligned to the genome with STAR (v2.7b) and reads per transcript determined with FeatureCounts (v1.6.4). Sex-linked genes were filtered out (using GTF version M23 GRCm38.p6 from GENECODE) to eliminate the effect of uneven sex distribution within control and mutant samples which was skewing the data. Differentially expressed genes were identified using DeSeq2 in R and the two-tailed Wald test which calculates p-adj using the BH (Benjamini-Hochberg) correction for multiple comparison. For volcano plots the log_2_ fold change cut-off was 0.5. Heatmaps and volcano plots were created using GraphPad Prism software.

### Cell Transfection and Protein Extract Preparation

Cos7 cells were cultured in DMEM (Thermo Fisher Scientific, #31966021) supplemented with 10% FBS (Sigma, #F9665), L-Glutamine (Thermo Fisher Scientific, #25030024), MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific, #11140050) and Penicillin-Streptomycin (Thermo Fisher Scientific, #15140148). 24 h before transfection, cells were plated at a density of 300,000 cells/well in 6-well plates and transfected with 1.5–1.0 µg of each plasmid DNA using Fugene HD Transfection Reagent (Promega UK Ltd, #E2311) at a plasmid DNA:Fugene HD Transfection Reagent ratio of 1:4, according to manufacturer’s manual. 72 h post-transfection, cells were collected in the presence of protease inhibitors (Roche, #589279001) and DNAse I (25 µg /ml, Sigma Aldrich, D5025-15KU) and sonicated in an ice bath 3×7”ON;30”OFF, amplitude 6, using SoniPrep 150 Plus sonicator. Next, cells were incubated on ice for 25 minutes and centrifuged at 4 °C for 20 min. Supernatants (protein lysates) were collected in pre-cooled 1.5 ml low protein binding collection tubes (Thermo Fisher Scientific-Life Technologies, #90410) and pellets were discarded. Plasmids used for co-IP experiments are indicated in Supplementary Data 3.

### Co-immunoprecipitation (Co-IP)

Per reaction, 30 µl magnetic beads (Thermo Fisher Scientific, #88847-for HA Tag antibody and mouse IgG control or #88846-for FLAG antibody and rabbit IgG control) were blocked for 30 min in 500 µl 2% BSA in PBS at 4 °C. After 30 min, blocking solution was discarded and a fresh aliquot of 500 µl PBS with 2% BSA was added to the beads. Depending on the assay, 2 µg of HA antibody (Thermo Fisher Scientific, #26183), 2 µg of Mouse IgG Isotype Control (Thermo Fisher Scientific, #14-4714-82), 0.5 µg of FLAG antibody (Cell Signaling, #2368) or 0.5 µg Rabbit IgG Isotype Control (Thermo Fisher Scientific, #31235) was used per reaction. Beads were incubated with antibodies/or/IgG controls O/N at 4 °C. The next day, beads were washed twice with 500 µl ice-cold lysis buffer (20 mM Hepes pH 7.4, 100 mM KCl, 2 mM MgCl2, 1% Triton X-100) supplemented with protease inhibitors (Roche, #589279001). 720 µl fresh protein lysate was added to the beads and incubated Oovernight at 4 °C on a rotating wheel and the remaining 80 µl were used as Input samples. The next day, beads/antibody/protein complexes were washed 3x with 500 µl ice-cold lysis buffer (20 mM Hepes pH 7.4, 100 mM KCl, 2 mM MgCl_2_, 1% Triton X-100). Protein complexes were eluted from the beads with 80 µl 1x Loading dye (New England BioLabs, B7703S) solution at 55 °C for 10 min.

### Western Blotting

Loading dye and DTT (New England BioLabs, #B7703S) were added to the samples to a final concentration of 1x prior to denaturation. Samples were denatured for 10 minutes at 95 °C. Protein transfer was done using a semi-dry protein transfer apparatus for 1 h at 16 V using CAPS/MeOH transfer buffer (20% MeOH, 0.01 M CAPS, 0.3 M Tris, 0.08% SDS). Membranes were blocked for 1 hour at room temperature in 5% non-fat milk-TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.6). Primary antibodies were diluted in in 5% non-fat milk-TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.6). Membranes were incubated with primary antibodies Oovernight at 4 °C. The following primary antibodies were used: HA (1:1000, Thermo Fisher Scientific, #26183), FLAG (1:1000, Cell Signaling, #2368), MYC (1:1000, #M4439, Sigma-Aldrich), LHX6 (1:1000, custom-made), MTG8 (1/2000, #SC9737, Santa Cruz). The next day, membranes were washed 3 × 15 min in TBST. Secondary antibodies were diluted 1:2500 in in 5% non-fat milk-TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.6) and incubated with the membranes for 1 h at room temperature. Next, membranes were washed 3×15 minutes in TBST. The following secondary antibodies were used: IPKine HRP, Goat anti-Mouse IgG LCS (Insight Biotechnology, Abbkine Scientific, #A25012-1), Anti-Goat IgG EasyBlot anti-Goat IgG, HRP (Insight Biotechnology, GeneTex International Corporation, #GTX628547-01), IPKine HRP, Mouse anti-Rabbit IgG LCS (Insight Biotechnology, Abbkine Scientific, #A25022-1). Blots were developed using Immobilon Forte Western HRP substrate. Uncropped and unprocessed scans are shown in the Source Data file.

### Ex-utero head electroporation

Ex-utero head electroporation was carried out on E14.5-E15.5 embryos. Briefly, embryos were dissected in ice cold KREBS buffer and ~5-10 μg of DNA diluted in TE buffer containing fast green dye was injected into the ventricle (Femptojet, Eppendorf). DNA was electroporated into the cortex by applying 5 pulses of 50 V current, with 50 ms duration and 1 s interval (BTX ECM 830 generator) using Platinum Tweezertrode 3 mm Diameter electrodes. Brains were dissected into KREBS buffer and sectioned into 250 μm slices. Slices were cultured on Nuclepore 8 μm Whatman membranes (SLS, #110414) floating in Neurobasal medium in Organ tissue culture dishes (BD Biosciences Falcon, #353037) for 48 hours before being processed for ISH or IHC. Plasmids used for electroporation are indicated in Supplementary Data 3.

### Quantification, Statistics and Reproducibility

Experiments presented in this study were repeated independently a minimum of two times. For all quantification experiments a minimum of three mice were used for each genotype. Precise n numbers used in each experiment is specified in figure legends. All embryonic sections used for quantification had a thickness of 20 *μ*m and counts were performed within that thickness. Sections from adult mice had a 30 μm thickness, with the exception of sections from transplantations, which had a thickness of 50 μm. For each adult mouse or embryo used for counting, numbers were generated by averaging quantifications from 3–5 consecutive sections at similar anterior-posterior or Bregma levels. Cell counts were performed by investigators blind to the genotype. Statistical analysis was performed in GraphPad Prism. All data were tested for normality using a Kolmogorov–Smirnov or Shapiro–Wilk tests and subsequently analysed using an appropriate statistical test: two-tailed unpaired *t* test with Welch’s correction, one-way or two-way ANOVA with post hoc uncorrected Fisher’s Least Significant Difference (LSD) test for normally distributed data; and the nonparametric two-tailed Mann–Whitney *U* test for non-normally distributed data, unless specified otherwise. All *t* tests were two-tailed with an alpha of 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

All data generated or analysed during this study are included in this published article and its supplementary information files. Source data are provided with this paper. Data from our transcriptomic analyses have been deposited to the Gene Expression Omnibus (GEO) database under accession numbers GSE195743 and GSE207506. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

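MGE-derived cortical interneurons labelled with YFP were sorted from single E14.5 mouse embryos, and 15 RNA-seq libraries were analysed: 4 *Lhx6* controls, 5 *Lhx6* mutants, 3 *Mtg8* controls and 3 libraries labelled *Mtg8* mutant. Conditions and replicate numbers were taken from the sample labels and from the headings of Supplementary Data 2. The targeted gene was examined first. *Lhx6* was lower in every *Lhx6* mutant, and *Runx1t1*, the gene of MTG8, was higher in every library labelled *Mtg8* mutant than in every control, so these libraries are named by their label. The paper lists an *Mtg8*-LacZ knock-in mouse, and a count per gene does not test the genotype of such an allele.

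The authors trimmed the reads with fastp 0.20.1, aligned them with STAR 2.7b and counted reads per gene with FeatureCounts 1.6.4, and they filtered out sex-linked genes with GENCODE annotation of GRCm38. The tables held genes of chromosomes 1 to 19 and of the mitochondrial genome, and 0 genes of chromosomes X and Y. The signal that the authors deposited for each gene and library is its count divided by DESeq2's size factor for the library, and each of the 2 tables was normalized on its own. The authors also deposited, from DESeq2's Wald test, a log2 fold change with its standard error for each gene. The Wald statistic in the same tables is a score that the authors deposited, and the p-value and adjusted p-value beside it are likewise the authors' values from that test. These comparison columns were used only where the text names the authors' deposited table. The values of every library were whole multiples of the value of 1 read, so that reads were recovered, with 100% of values whole within a tolerance of 0.01. Size factors recomputed from the recovered reads differed from the deposited ones by at most 0.24%. Depth ranged from 12218422 to 22053032 reads per library. Precision is limited by the number of embryos, and the reads carry no molecular identifiers, so read floors cover counting error only. A floor of 3 reads was used for lower bounds.

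The analysis plan assumed normalized values, and the main test was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(normalized count + 1), for genes with a mean of at least 10. The test was two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, and each table was fitted alone. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 6 planned sets. MGE-enriched and CGE-enriched sets came from Supplementary Data 1, with 684 and 771 symbols. Of these symbols, 78.7% and 83.8% were tested in the *Lhx6* table. Marker sets for other cell types and pathways were tested in the same way, and a set of genes of interneurons as a class (pan-interneuron) was added after results were seen. Single genes were also given exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3 and 0.00794 for 4 against 5. Named genes were those the paper names for this experiment, the genes of the factors and markers it studies, and in each table the 5 lower and 5 higher called genes with the largest changes whose groups do not overlap.

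The alternatives were pseudocounts of 0.5 and 10, no filter or a minimum mean of 50, TMM factors, equal totals, quantile normalization, limma without the trend, library quality weights, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, an adjusted p under 0.01, a log2 fold change of at least 0.5, protein-coding genes alone, a replicate block, a library-code block, the style of the library name as a covariate, each library left out in turn, and for sets an estimated inter-gene correlation and the top 100 genes. Replicate pairs come from the numbers in the sample labels. Embryos with the same number are different animals, and the labels do not say that they are paired. Libraries whose number occurs in 1 group only add nothing to the block fit, which thus rests on 3 pairs in the *Lhx6* table and on 2 pairs, with 1 residual degree of freedom per gene, in the *Mtg8* table. Library names are dated or undated, and the style was treated as a possible batch. With style as a covariate, the effect in the *Lhx6* table is that of mutant 6 against the 4 controls.

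The tests were checked on simulated counts drawn from the real means and depths, with changes of 1.5 on the log2 scale. In the *Lhx6* design limma called 65.6% of 192 changed genes among the 16359 tested, with 9 unchanged genes among 135 calls. In the *Mtg8* design it called 66.1% of 189 changed genes among the 15865 tested, with 8 unchanged genes among 133 calls. DESeq2 called 76.0% and 74.6% of the changed genes, with 33 unchanged genes among 179 calls and 20 among 161. Exon overlaps were found from the exon positions in the deposited tables. *Pvalb* is not in either table and was not analysed here. Some gene symbols are written as numbers or dates, 22 in the *Lhx6* table and 23 in the *Mtg8* table, and these genes entered the tests under their identifiers.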

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

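The marker sets of pyramidal lineage, erythroid and Notch pathway genes were fixed before the data were examined, as were the comparisons, named genes and alternatives of the following parts, but the tests of name style, of other splits, of depth, of mixture, of scaling and of counting noise in this part were chosen only after the results were seen.

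In the *Lhx6* libraries, 68 groups of values were screened for a library far from the others of its group, and 6 were found where chance gives 3.4. Of these, 3 concern controls. *Sst* in *Lhx6* control 4 was 12779.9 normalized counts against 10942 to 11145 in the other controls, a gap that takes up 0.890 of the range. With libraries scaled to equal totals this share was 0.784, under the limit for 4 values, but control 4 remained the highest, so that normalization accounts for a part of the gap at most. *Dkk2* was 3.68 normalized counts in control 3 and 0 in the other controls, from 4 reads. The chance that 4 reads fall in 1 library of 4 is 0.0156, and with so few reads counting noise cannot be told apart from a difference between libraries. *Gm48259* was 1.77 in control 2 and 0 in the other controls, from 2 reads, which fall in 1 library with a chance of 0.25. Counting noise is a sufficient explanation for that value.

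The other groups all concern *Lhx6* mutant 1. Mitochondrial genes took 4.87% of its values against 2.43% to 2.98% in the other mutants, *Ldb1* was 1257 against 607 to 738, and *Mkx* was 14.8 against 0 to 1.24. *Ldb1* shares exon positions with *Pprc1* on the other strand. Mutant 1 had 13314727 reads, and mutant 6, with fewer reads (12218422), was not set apart. This rests on 1 library, and reads were not sampled down to equal depth, so a part played by depth is not excluded. A mixture with control cells was tested with the genes lower in the other mutants, on a scale where 0 is their level and 100 that of controls. Mutant 1 stood at -0.350%, and mutants 2, 3, 5 and 6, each judged in the same way, stood at -1.81%, 16.1%, 6.35% and 1.16%. No biological explanation was tested, since the mutants have the same genotype and age in the labels.

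Genes of the pyramidal lineage had a median log2 fold change of 0.52 in the libraries labelled *Mtg8* mutant, in which *Runx1t1* was not lower, with 14 of 15 genes higher (adjusted p = 4.03e-06 from limma's camera over 12 set tests). The library scores overlapped (exact permutation test of the scores, p = 0.2). Under TMM, equal totals and quantile normalization the median was 0.52 to 0.59. Splitting the libraries by the style of their names gave a camera p of 0.0270, larger than the 6.72e-07 of the labelled groups. Among the 4 splits that part both same-numbered pairs, 1 gave as small a p, and among all 10 splits 2 did, so chance cannot be excluded with 6 libraries. RNA from pyramidal lineage cells may contribute to these libraries. It was not tested apart from the set itself, and the data cannot tell it from a change inside the sorted cells.

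Erythroid genes had a median log2 fold change of 0.35 in the same libraries, with 7 of 7 higher (adjusted p = 0.0254 from limma's camera). It was 0.38 to 0.42 under the other scalings. The library scores overlapped (exact permutation test, p = 0.6). The split by name style gave a camera p of 0.771. Of the 4 splits that part both pairs 1 gave as small a p, and of all 10 splits 3 did. RNA from blood cells may differ between single libraries, and chance cannot be excluded (1 of 4 splits).

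Notch pathway genes had a median log2 fold change of 0.70, with 9 of 10 higher (adjusted p = 0.000489 from limma's camera), and 0.66 to 0.77 under the other scalings. All 3 labelled mutant libraries scored above all 3 controls (exact permutation test, p = 0.1, the smallest possible). The split by name style gave a camera p of 0.0136, larger than that of the labelled groups. The labelled split was the 1 with as small a p both among the 4 splits that part the pairs and among all 10, a share that 6 libraries cannot take below the threshold. The paper reports Notch pathway genes as unaffected in *Mtg8* mutants in another experiment (Supplementary Fig. 4), whose samples were not analysed here. Whether this rise has the same source as that of the pyramidal lineage genes was not tested.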

How the results depend on the processing

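No alternative was added after the results were seen, and no further test was chosen for this part. In all, 64 results were recomputed under 19 settings and 15 fits that each left out 1 library, which gave 1600 values. For the counts of genes, the gene sets, *Sst* and *Npy*, which make up 16 of these results, 344 values were classed as unchanged. For the 48 results of other single genes 1101 were. A test was unchanged if it kept its direction and its side of the threshold. A count of genes was unchanged if it was equal, as when 0 stayed 0, or within 1.5 times the main count. A value with no test was unchanged if it kept its direction and moved by less than the spread between replicates. The alternative that keeps chromosomes X and Y gave no value, since the tables hold 0 such genes. The library-code block gave log2 values with no call. *Runx1t1* was not lower in the libraries labelled *Mtg8* mutant, so directions for them follow the labels.

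In *Lhx6* mutants the 114 lower and 172 higher genes became 363 and 481 with library quality weights (all 286 shared), 271 and 540 with DESeq2 (284 shared), 55 and 85 at an adjusted p under 0.01, and 42 and 15 with name style as a covariate (43 shared), where the effect is that of mutant 6 alone and a lost call reflects 1 library. With the replicate block they became 37 and 49 (84 shared). The correlations of same-numbered *Lhx6* libraries were -0.154, 0.00175 and 0.0717, a mean of -0.0269, which gives no sign that the numbers pair these embryos. The fits that each left out a library gave 55 to 148 lower and 104 to 344 higher genes. Higher genes were 60.1% of the calls, 55.3% with TMM and 54.2% with equal totals.

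The counts of 0 lower and 0 higher genes (886 at an unadjusted p under 0.05) in the libraries labelled *Mtg8* mutant became 12 and 88 with the replicate block, which rests on 2 pairs, 10 and 21 with DESeq2, and 1 and 1 both with quality weights and with a minimum mean of 50. With edgeR, and with no filter, 1 gene was higher. Leaving out a library gave 0 to 4 lower and 0 to 83 higher genes. Genes lower in both comparisons numbered 5 with DESeq2, 2 with the replicate block, 1 with quality weights, 1 with a minimum mean of 50 and 0 to 2 when a library was left out. Genes higher in both numbered 3 with DESeq2, 1 with the replicate block and 0 to 0 when a library was left out.

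*Sst* in the libraries labelled *Mtg8* mutant, at -1.34, passed the threshold with DESeq2 (-1.34, adjusted p = 9.25e-06), quality weights (-1.33, 0.0367), the replicate block (-1.47, 0.000162) and a minimum mean of 50 (-1.34, 0.0493), and also without labelled mutant 2. Its adjusted p ranged from 9.25e-06 to 0.657 over its alternatives, and its log2 fold change from -1.49 to -1.24 when a library was left out. *Npy* passed with DESeq2 (-1.09, 0.0247) and the replicate block (-1.43, 5.4e-05), in a range from 5.4e-05 to 0.999. In *Lhx6* mutants both genes were called under each alternative with a test.

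With the inter-gene correlation estimated from the data, the MGE-enriched set was no longer called in *Lhx6* mutants (-0.16, adjusted p = 0.297, range 1.46e-09 to 0.297) or in the labelled libraries (-0.19, 0.111, range 1.84e-07 to 0.111), nor was the CGE-enriched set in the latter (0.065, 0.411, range 4.66e-05 to 0.542), which also failed at an adjusted p under 0.01 (0.065). Leaving out a library gave -0.0047 to 0.15 for this set. The CGE-enriched set in *Lhx6* mutants moved to 0.20 with the library-code block. With the replicate block the MGE-enriched set was -0.15 and -0.14 and the CGE-enriched set 0.12 and 0.13, in *Lhx6* mutants and in the labelled libraries. The set of genes lower in *Lhx6* mutants was called lower in the labelled libraries under each alternative with a test (-0.43 to -0.13), -0.38 with the replicate block. The sets drawn from the *Lhx6* calls were redefined under each setting that gives calls. The set of genes higher in *Lhx6* mutants was not stable there. It lost its call with no filter (-0.10), TMM (-0.077), quantile normalization (-0.13), no trend (-0.049), an adjusted p under 0.01 (-0.10), a log2 fold change of at least 0.5 (-0.11), protein-coding genes (-0.11), the top 100 genes (-0.11) and estimated correlation (-0.11), and it changed sign with the replicate block (0.067), the library-code block (0.015) and name style (0.22, adjusted p = 0.00193, range 2.08e-06 to 0.693). Leaving out a library gave -0.25 to 0.012.

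Single genes changed sign as follows. In *Lhx6* mutants *Nos1* was 0.0089 with a pseudocount of 10, 0.077 with edgeR and 0.087 with DESeq2, *Gm6594* was 0.42 with quality weights and 0.32 with edgeR and with DESeq2, and *Bmpr1b* was 0.015 with quality weights. With the library-code block *Gm6594* was 1.32, *Bmpr1b* 0.29, *Cbfa2t2* 0.48, *Nkx2-1* -0.37, *Calb2* 0.41 and *Nos1* 0.46, and with name style, from mutant 6 alone, 1.33, 0.37, 0.46, -0.30, 0.70 and 0.62. In the labelled libraries *Gucy1a1* was 0.00070 with equal totals, 0.021 with quality weights, 0.033 with the replicate block and 0.25 with the library-code block, where *Ldb1* was -0.19, and *Nkx2-1* was -0.045 with name style. Leaving out a library gave, in *Lhx6* mutants, -0.55 to 0.24 for *Gm6594*, -0.23 to 0.093 for *Bmpr1b* and -0.21 to 0.35 for *Nos1*, and in the labelled libraries -0.18 to 0.14 for *Gucy1a1*, -0.032 to 0.33 for *Cbfa2t3*, -0.050 to 0.37 for *Cbfa2t2*, -0.015 to 0.14 for *Ldb1* and -0.13 to 0.44 for *Nkx2-1*. Of the values of single genes other than *Sst* and *Npy*, 22 gained a call, 9 lost one and 10 with no test moved by more than the spread between replicates. Among the values of *Sst* and *Npy*, 5 and 2 gained a call, all in the labelled libraries. For every change the cause was not tested.

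Depth was at least 12218422 reads per library. It limits genes with few reads, such as *Gm48259* and *Gm48261*, whose folds are lower bounds.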

Differences from the paper's values

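No test in this part was chosen after the results were seen. The paper gives 268 lower and 540 higher genes in *Lhx6* mutants, and limma gave 114 and 172. Of the 25 alternatives set before the data were examined, DESeq2 on the recovered reads, the test the paper's methods name, gave 271 and 540, and library quality weights gave 363 and 481. These 2 came within 1.5 times the paper's counts, and the others did not. In the libraries labelled *Mtg8* mutant, in which *Runx1t1* was not lower, the paper gives 10 lower and 22 higher genes, and limma gave 0 and 0, with 886 at an unadjusted p under 0.05. Of 22 alternatives, DESeq2 (10 and 21) reached both counts and the replicate block (12) the lower one, where its higher count was 88. The paper gives 5 lower and 3 higher genes common to both mutants, and limma gave 0 and 0. Of 31 alternatives, only DESeq2 reached these counts, with 5 and 3. The label *Gm6594* stands at about 3.5 on the log2 axis of Fig. 4b, read by eye, and the log2 fold change of *Gm6594* here was 1.57, a gap that none of the 22 alternatives closed. In the authors' deposited table *Gm6594* has a log2 fold change of 1.78, and *Ier2*, singled out after its values were seen, has the log2 fold change that the label marks.

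The paper calls *Npy2r*, *Galntl6* and *Sp8* in *Lhx6* mutants, and limma did not. DESeq2 and quality weights called all of them, and so did leaving out mutant 3 for *Npy2r* and mutant 6 for *Galntl6*. The paper calls the 8 common genes in *Mtg8* mutants, where limma called none of them (16132 genes tested, 886 with an unadjusted p under 0.05, these 8 among them). DESeq2 called all 8. The replicate block called *Sst*, *Npy*, *Npy2r*, *Galntl6* and *Cbln2*, and it also called *Bmpr1b*. DESeq2 also called *Gm6594* and *Bmpr1b*. Quality weights and a minimum mean of 50 called *Sst*, and leaving out labelled mutant 2 called *Sst*, *Thbs1* and *Npy2r*.

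The paper names *Sst* and *Npy* as the leading genes among those lower in both mutants, and its text does not state the measure behind that order. By unadjusted p from limma, *Sst* ranked 1 in *Lhx6* mutants and 2 in the labelled libraries, and *Npy* ranked 70 and 9. By log2 fold change here, *Npy* (-1.61) had the smallest fall of the 5 genes in *Lhx6* mutants. *Galntl6* (-1.85) and *Npy2r* (-2.09) had standard errors of 0.48 and 0.56 there, so the order of these 3 genes is not settled. In the libraries labelled *Mtg8* mutant *Galntl6* (-1.82) and *Npy2r* (-1.42) fell further than *Sst* (-1.34). With the replicate block, from 2 pairs, *Sst* (-1.47) and *Npy* (-1.43) fell further than *Npy2r* (-1.27), and *Galntl6* (-1.70) still fell furthest. The gap between *Npy2r* and *Sst* is small against their standard errors (0.25 and 0.19), so their order is not settled.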

Other observations

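In this part, the tests of other splits for the DESeq2 counts, the shared genes and the gene sets, the tests of name style for DESeq2 and for gene sets, and the test with genes of interneurons as a class were chosen only after the results were seen.

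The number of genes called in *Lhx6* mutants was compared with that of other splits of the 9 libraries into 4 and 5, of which 100 were drawn. Among the 24 that part the 3 same-numbered pairs, 2 gave as many genes, the real split with 286 and the split by name style with 325. The other 76 splits gave at most 8 genes. With DESeq2 the same 2 of 24 splits were as large, with 811 and 1303 genes. The 2 splits differ by 1 library, *Lhx6* mutant 6. The style split gave 276 genes in 1 direction and 49 in the other, against 114 lower and 172 higher for the real split. At an unadjusted p under 0.05 it gave 3168 genes, against 2132. How many of the 325 genes are among the 286 was not counted. A batch that follows name style is therefore neither shown nor excluded. Of 492 genes called without mutant 6, that library changed in the same direction for 88.4% and lay beyond all controls for 72.8%. It was nearer the other mutants than the controls for 55.1%. Mutant 6 thus lay on the side of the other mutants for most of these genes. The same 4 controls served to choose the genes and to judge mutant 6, which by itself raises these shares. The shares without any change in mutant 6 were not computed. For the count of genes alone, the style and the genotype cannot be told apart.

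In the libraries labelled *Mtg8* mutant all 4 of the 4 splits that part both same-numbered pairs gave 0 genes by limma, as did the split by name style (0 genes, 2108 at an unadjusted p under 0.05, against 886 for the labelled groups). With DESeq2 the labelled split gave 31 genes, the other 3 gave 3 to 75, and 2 of the 4 were as large. The remaining 6 splits part fewer pairs and gave 0 to 336, with 336 for the split by name style. The DESeq2 count of 31 is thus not larger than what other groupings of the libraries gave. The 8 genes common to both comparisons and *Bmpr1b* kept their direction within dated and within undated libraries (-1.47 and -1.40 for *Sst*, 1.91 and 2.14 for *Bmpr1b*). Their labelled mutant and control libraries did not overlap, so that direction was fixed in advance and is no separate test of name style. The genes were also chosen from these same libraries. On simulated counts with the same design, 189 tested genes were changed by 1.5 on the log2 scale, and limma called 66.1% of them. The adjusted p of a gene depends on how many other genes change. The simulation therefore does not show that changes of this size in only a few genes would be called.

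For the genes common to both comparisons, limma shared 0 lower and 0 higher genes in 4 and 4 of the 4 splits of the *Mtg8* libraries, with 31 and 10 shared at an unadjusted p under 0.05. With DESeq2 the labelled split shared 5 lower genes, more than the other splits (at most 3), and was the 1 of 4 as large. It shared 3 higher genes, again 1 of 4, but among all 10 splits that by name style shared 9. With 4 splits no share can fall under 0.05. Genes lower in *Lhx6* mutants, as a set, had the smallest p in the labelled split (1 of 4, and 1 of 10), and the split by name style gave a camera p of 0.0610. For genes higher in *Lhx6* mutants 4 of 4 splits, and 8 of 10, gave as small a p. A shared direction of the lower genes is a hypothesis, for which chance cannot be excluded (1 of 4 at best). Genes of interneurons as a class fell by a median of -0.40 in the same libraries, against -0.34 for this set. Dilution by RNA from other cells is therefore not excluded for the set either. The higher genes did not stand apart from other groupings.

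*Runx1t1*, the gene of MTG8, was higher in *Lhx6* mutants, with 12227 to 26527 normalized counts against 6394 to 8945 in controls, a log2 fold change of 1.23 (standard error 0.19, adjusted p = 0.00401 from limma, higher in 5 of 5 libraries). Its adjusted p was 5.44e-07 with DESeq2. It was not called with the replicate block (1.34 from 3 pairs, adjusted p = 0.0541 from limma) or with name style as a covariate (0.73, from mutant 6 alone). It was also higher in the 3 libraries labelled *Mtg8* mutant. The labels of those libraries were not tested against another record of genotype, and reads of a mutant transcript could leave a count per gene unchanged. *Lhx6* itself had a log2 fold change of -0.24 in those libraries (standard error 0.16, adjusted p = 0.870 from limma). The paper reports on *Mtg8* in *Lhx6* mutants from tissue sections, which are other samples.

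Genes that Supplementary Data 1 lists as MGE-enriched were lower in *Lhx6* mutants, with a median log2 fold change of -0.16 and 325 of 538 lower (adjusted p = 0.000729 from limma's camera), and CGE-enriched genes were higher, with 0.14 and 395 of 646 (adjusted p = 4.14e-06). In the libraries labelled *Mtg8* mutant, in which *Runx1t1* was not lower, the medians were -0.19 with 378 of 539 lower (adjusted p = 4.14e-06) and 0.065 with 359 of 630 higher (adjusted p = 0.0191). With the replicate block the adjusted p in that table was 0.00104 and 0.000778, at same-numbered correlations of 0.138 and 0.159. The directions held under TMM, equal totals and quantile normalization. In *Lhx6* mutants 1 of the 24 splits that part the pairs gave as small a p for the MGE-enriched set (11 of all 100) and 1 of 24 for the CGE-enriched set (1 of 100), and the split by name style gave 0.563 and 0.00191. In the *Mtg8* table it was 1 of 4 (1 of 10) for MGE-enriched and 2 of 4 (3 of 10) for CGE-enriched genes. With inter-gene correlation estimated, 3 of these 4 results were not called (0.297, 0.111 and 0.411). A shift from MGE-enriched towards CGE-enriched expression in *Lhx6* mutants is a hypothesis, and in the labelled libraries it cannot be told apart from chance. Of the MGE-enriched list, 78.7% was tested in the *Lhx6* table and 78.8% in the *Mtg8* table.

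Genes that mark the MGE interneuron lineage fell in *Lhx6* mutants, with a median of -1.59 and 7 of 8 lower (adjusted p = 2.37e-11 from limma's camera), in a set that contains *Lhx6*, *Sst* and *Npy*. This was so for 1 of 24 splits (1 of 100). In the labelled libraries the median was -0.55 with 7 of 8 lower (adjusted p = 9.87e-06), in 1 of 4 splits (1 of 10). *Sst* and *Npy* had the largest falls of the set there, so it is not separate from their fall. Its other genes ranged from -0.71 (*Sox6*) to 0.18 (*Nkx2-1*). Pyramidal lineage genes in *Lhx6* mutants had a median of -0.22 with 10 of 15 lower (adjusted p = 0.0239), and 5 of 24 splits (24 of 100) gave as small a p, so that chance remains an explanation. The directions of these sets held under TMM, equal totals and quantile normalization.

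More RNA from pyramidal lineage cells in the labelled *Mtg8* mutant libraries (camera p of 6.72e-07) could dilute interneuron transcripts. Genes of interneurons as a class had a median of -0.40 there, with 10 of 11 lower, and of -0.37 to -0.33 under the other scalings. Single genes of this set ranged from -0.67 (*Dlx1*) to 0.99 (*Dlx2*), and *Gad1* stood at -0.074. Dilution would lower them alike, and that median falls well short of *Sst* (-1.34) and *Npy* (-1.13), so dilution does not account for most of their fall. The planned sets gave no sign of an immediate early response among the higher genes (median 0.14, 10 of 14 higher, camera p of 0.138), although *Ier2*, singled out after its values were seen, had a log2 fold change of 2.95.

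Strain variants beside the targeted locus could change genes near *Lhx6*. Within 20 Mb of it 8 of 318 tested genes were called, 2.52% against 1.69% elsewhere (two-sided Fisher's exact test, p = 0.267). *Pbx3* is among the 8. The higher share near the locus did not pass the threshold, and with 8 genes a part played by strain variants is not excluded. The log2 fold changes in *Lhx6* mutants had a Spearman's rho of 0.0621 with gene length (genes are not independent replicates). Among genes of no more than the median exon length of 3561 bases 40 were lower and 44 higher, and among longer genes 74 and 128. Most of the excess of higher genes thus lay among the longer genes, and a part played by gene length is not excluded.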
